# Common and differential transcriptional responses to different models of traumatic stress exposure in rats

**DOI:** 10.1038/s41398-018-0223-6

**Published:** 2018-08-23

**Authors:** Moriah L. Jacobson, Lydia A. Kim, Robert Patro, Barbara Rosati, David McKinnon

## Abstract

The effect of six different traumatic stress protocols on the transcriptome of the rat adrenal gland was examined using RNA sequencing. These protocols included chronic variable stress, chronic shock, social defeat and social isolation. The response of the transcriptome to stress suggested that there are genes that respond in a universal or stress modality-independent manner, as well as genes that respond in a stress modality-specific manner. Using a small number of the genes selected from the modality-independent set of stress-sensitive genes, a sensitive and robust measure of chronic stress exposure was developed. This stress-sensitive gene expression (SSGE) index could detect chronic traumatic stress exposure in a wide range of different stress models in a manner that was relatively independent of the modality of stress exposure and that paralleled the intensity of stress exposure in a dose-dependent manner. This measure could reliably distinguish control and stressed individuals in the case of animals exposed to the most intense stress protocols. The response of a subset of the modality-specific genes could also distinguish some types of stress exposure, based solely on changes in the pattern of gene expression. The results suggest that it is possible to develop diagnostic measures of traumatic stress exposure based solely on changes in the level of expression of a relatively small number of genes.

## Introduction

The original description of the stress response by Selye^1^ emphasized the nonspecific nature of the response to a range of different stressors. Subsequently, it was shown that, at least in some tissues, the response to different modalities of stress exposure can be distinguished^2,3^. Distinct hormonal and neurotransmitter release responses to different stressors have been observed following exposure to a variety of physical stressors^2^. Additionally, different neural pathways are activated by either physical or psychological stressors^3^. That the response to stress can contain both common and mode-specific elements rather than being an invariant response to different modalities of stress is consistent with the complexity of the neural, hormonal and gene regulatory networks that underlie the stress response^4–9^.

To date, relatively little is known about how the gene regulatory network responds to widely varying forms of traumatic stress and whether or not there are distinct transcriptional responses to different forms of stress. The adrenal gland is an important tissue in which to study this question. The somatic response to stress is mediated via the hypothalamic–pituitary–adrenal axis (HPA) and the autonomic nervous system. The adrenal gland is the terminal organ for both the HPA axis and the sympathetic adrenomedullary (SAM) system^10,11^. It is, therefore, a key tissue in which to ask basic questions about the gene regulatory response to stress, because changes in gene expression in this tissue are likely to be strongly tied to mediating the responses to stress. In addition, there is interest in developing biological diagnostic tests for stress exposure and any such test will most likely use peripheral molecules/cells as a substrate for testing. The adrenal gland mediates a large fraction of the peripheral responses to stress and understanding the response of this tissue is of general interest for solving this translational problem.

In this study, the response of the adrenal gland transcriptome to six different chronic stress protocols of varying modality and intensity was examined. RNA sequencing was used for the transcriptome analysis, facilitating detection of both common and differential responses to the different stress modalities. The stress models were designed to test two hypotheses: (i) that gene expression profiles can distinguish animals exposed to traumatic stress from controls, and (ii) that there are quantifiable differences in the response of the transcriptome to different models of stress exposure. The results show clear differences in the response of the adrenal gland to different stress protocols, as measured by changes in gene expression. Nonetheless, a set of stress modality-independent responses, which may reflect a universal transcriptional response to chronic stress in this tissue, were also observed. These results have translational relevance in that they demonstrate that it is possible to diagnostically distinguish individuals exposed to traumatic stress from controls, as well as distinguish types of stress exposure solely on the basis of changes in the pattern of gene expression.

## Results

### Diverse and common changes in response to intense chronic stress

A total of six different chronic stress paradigms were developed: social isolation, social defeat (SD), SD with social isolation, grid housing (GH), chronic shock (CS) and chronic variable stress (CVS) (see Methods for details). 

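RNA from adrenal glands of rats kept for 3 weeks under the chronic shock (CS) or chronic variable stress (CVS) protocol, and of control rats, was pooled from 8 to 9 animals per library and sequenced. There were 3 control, 2 CVS and 2 CS libraries, each from a different pool, so that the spread between libraries was a spread between pools and not between single animals. The authors enriched poly(A) RNA, made directional libraries, mapped the reads to Rnor_6.0 and counted them per Ensembl gene. The deposited counts were not normalized, and 9704 of the 32754 genes listed had 0 counts in every library. The total of counts was 32242123, 24538933 and 23673320 in control libraries 1 to 3. It was 31149255 and 20095746 in CVS libraries 1 and 2, and 31057275 and 26686099 in CS libraries 1 and 2. The paper states 30 to 40 M reads per library, and the values here use the totals of counts assigned to genes. Genes with at least 10 counts in all 7 libraries were kept, as in the paper's methods, which left 13892 genes. Counts were scaled by edgeR's TMM method, and groups were compared with edgeR's quasi-likelihood test, fitted on the libraries compared only. The paper used DESeq2's Wald test, which was run as an alternative. In the labels, the library codes of control 1, CVS 1 and CS 1 begin with DM6, those of control 2 and CVS 2 with DM8, and those of control 3 and CS 2 with DM10. The first principal component of the log2 normalized counts held 31.6% of the variance and set the DM6 libraries apart from the other 4, whereas the third, with 17.7%, set the control libraries apart from the stressed ones.

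**Figure D1:**
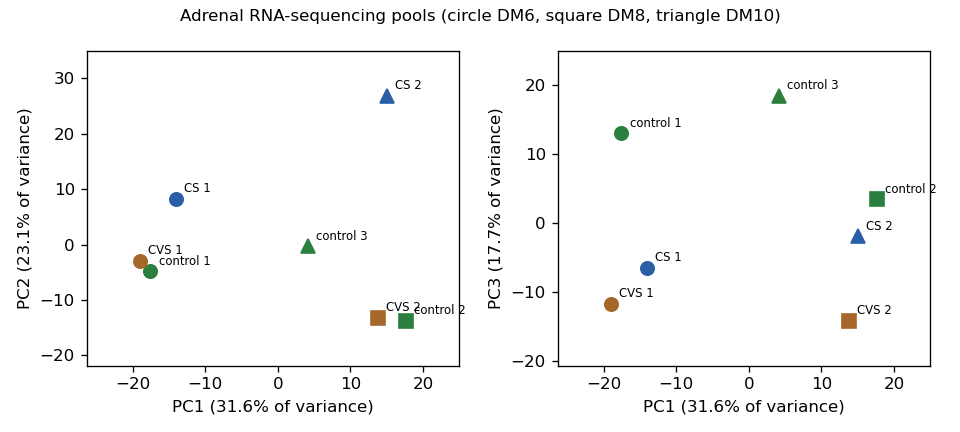
Principal components of log2 TMM-normalized counts of 13892 genes in 7 adrenal libraries, with the first component on each x axis and the second (23.1% of the variance) or the third on the y axis. Each point is a library, colored by group and shaped by the prefix of its library code; the 3 DM6 libraries lie on the left of both panels.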

We initially focused on the two most intense protocols, CS and CVS, which use very different procedures to induce stress.

In the adrenal gland, a relatively large number of genes were found to be differentially expressed following exposure to each of these protocols (Fig. 1a). 

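Relative to the control libraries, 29 of the 13892 genes tested had an adjusted p-value under 0.05 in CS and 13 in CVS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the CS genes, 21 were higher and 8 lower, and of the CVS genes 1 was higher and 12 lower. At an unadjusted p under 0.05 there were 1172 genes in CS and 896 in CVS. The normalized counts of all 29 and all 13 genes did not overlap between the stressed and the control libraries. Over all genes tested, this held for 3453 genes (24.9%) in CS and 3093 (22.3%) in CVS, where chance gives 20%. The counts of genes depended on the model. DESeq2's Wald test called 191 genes in CS and 124 in CVS at the same threshold. With the replicate number as a term in edgeR's model there were 418 and 817 genes, and with the prefix of the library code as a term 527 and 817. For CVS both terms group the libraries alike, so the CVS fit is the same. These blocked fits had 1 residual degree of freedom, against 3 without a block. Without control replicate 1, 2 or 3, the number of genes was 1, 4 or 1 in CS and 7, 6 or 0 in CVS, the last with 623 genes at an unadjusted p under 0.05. The 5 genes with the largest change past the threshold in CS were *Thrsp*, *Creb3l1*, *Slc9a3*, *Dgat1* and *Fetub*, and those in CVS included *Slc9a3*, AABR07063425.1, *Fetub* and *Cdh8*. *Creb3l1* (ENSRNOG00000005413) had 10.0 ± 0.387 normalized CPM (counts scaled to an equal library total) in control libraries (SD, n = 3) and 50.4 ± 22.6 in CS (SD, n = 2), a log2 fold change of 2.33 (standard error 0.24, adjusted p = 0.0311 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in CS under none of the fits that left out 1 control library. These fits held fewer libraries, and its log2 fold change in them was 2.30 to 2.35. *Fetub* (ENSRNOG00000001806) had a log2 fold change of -1.96 in CS (standard error 0.23, adjusted p = 0.0311) and -2.24 in CVS (standard error 0.28, adjusted p = 0.0488; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither *Fetub* call held when any 1 control library was left out. Its log2 fold changes were then -2.06 to -1.85 in CS and -2.34 to -2.12 in CVS. AABR07063425.1 (ENSRNOG00000046707), listed as a miRNA, had a log2 fold change of -2.24 in CVS (standard error 0.20, adjusted p = 0.0171 from the same edgeR test with Benjamini-Hochberg adjustment), and the call did not hold without control replicate 3.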

There were more changes in response to the CS protocol than to the CVS protocol, with 196 genes differentially expressed following the CS protocol versus 124 genes following the CVS protocol (False Discovery Rate (FDR) = 0.05). 

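In these libraries the number of genes called was also higher for CS than for CVS under DESeq2's Wald test, but not under every setting. With the replicate number or code prefix as a term (the same fit in CVS), edgeR called more genes in CVS than in CS. It also did so without control replicate 1 (7 against 1) or 2 (6 against 4). In fits of all 7 libraries, chosen after seeing the data, the order was the reverse, with 361 genes in CS and 122 in CVS with the replicate number as a term and 580 and 257 with the code prefix. At an adjusted p under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 53 genes were called in CS and 26 in CVS. Each group held 2 libraries and was compared with the same 3 control libraries, and the difference between the 2 numbers of genes was not itself tested. Of the genes the paper lists for CS (Table S2), 195 were among the genes tested here, and all 195 changed in the direction listed with an unadjusted p under 0.05. The same held for all 124 genes listed for CVS (Table S3). All genes called here were in the paper's lists, with 0 calls outside Table S2 in CS and 0 outside Table S3 in CVS. The lists were chosen on the same libraries, so this was not independent evidence.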

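Of the genes called against control at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 23 were called in CS only, 7 in CVS only and 6 in both. Among the 23 genes called in CS only, 20 changed in the same direction in CVS, 16 of them with an unadjusted p under 0.05 there. All 7 genes called in CVS only changed in the same direction in CS, 4 of them with an unadjusted p under 0.05. In a direct test of CS against CVS, 18 of the 23 and 4 of the 7 had an unadjusted p under 0.05. These genes were picked on the same libraries for a call in only 1 protocol, so this was not independent evidence. The smallest adjusted p among them was 0.346 for the genes called in CS only and 0.445 for those called in CVS only (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With other settings some passed an adjusted p of 0.1 in this comparison. Of the CS-only genes, *Dgat1*, *Cbarp*, *Ldah*, *Eprs* and *Creb3l1* did so with DESeq2's Wald test and with the replicate number as a term. *Thrsp*, *Adipoq* and *Retn* did so with the replicate number only, and *Scd* with neither. *Cdh8* and *Cry1*, called in CVS only, passed with neither. With DESeq2's Wald test, 147 genes were called in CS only and 80 in CVS only, and with the replicate number as a term in edgeR's model 234 and 633. With that term in a fit of all 7 libraries, chosen after seeing the data, there were 296 and 57. Without control replicate 1, 2 or 3, edgeR called 1, 2 or 1 genes in CS only and 7, 4 or 0 in CVS only.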

Notably, a majority of the genes that changed in response to CVS did not change in the CS animals and vice versa (Fig. 1b).

**Fig. 1:**
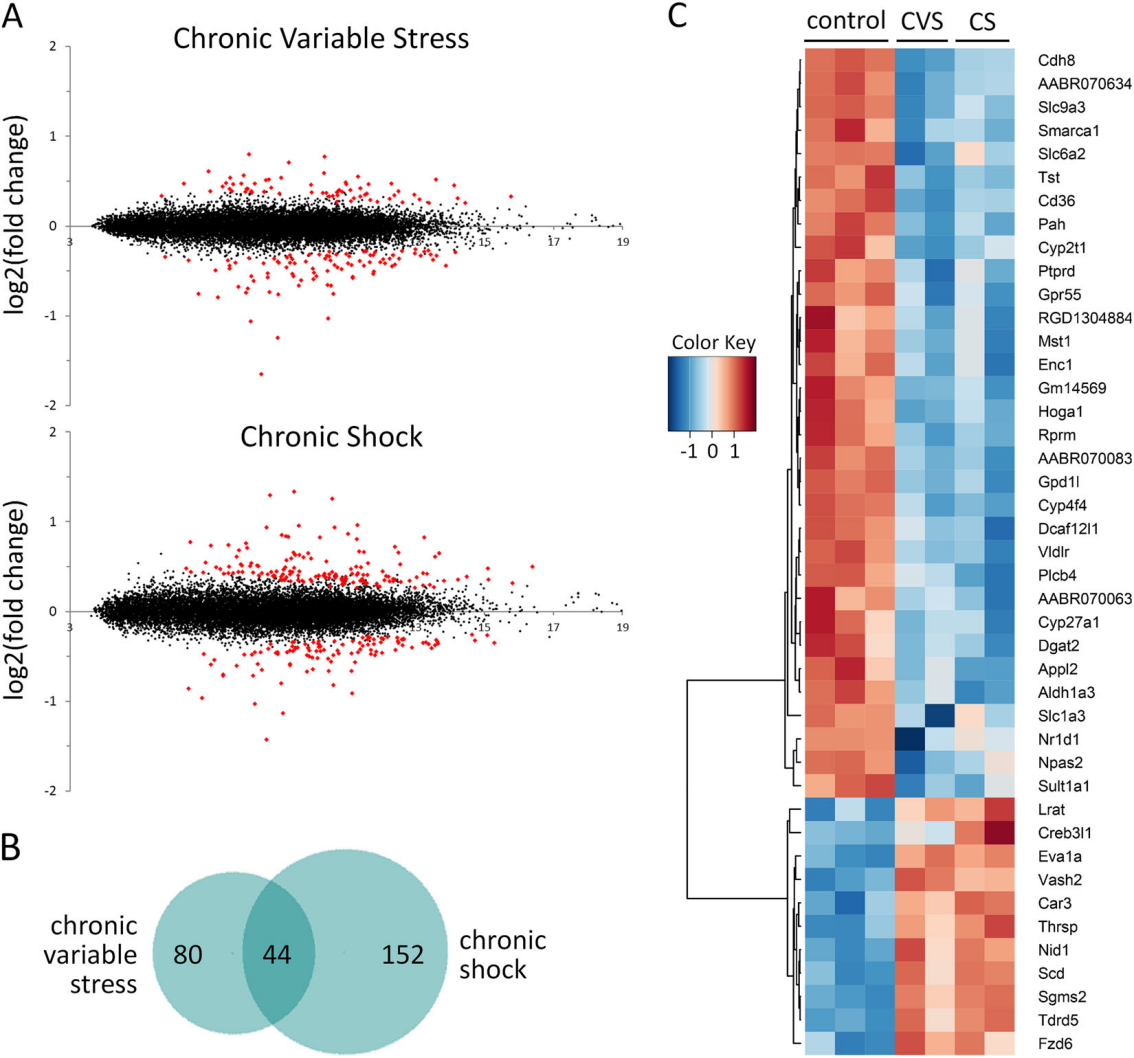
**Changes in Rat Adrenal Gland Transcriptome in Response to Chronic Variable Stress (CVS) or Chronic Shock (CS)**. **a** MA plots of RNA-sequencing data from adrenal gland for animals exposed to the chronic variable stress (CVS) or chronic shock (CS) protocols. The *x* axis corresponds to log2(average expression) and the *y* axis to log2(Stress/Control). Differentially expressed genes (marked in red) were selected using FDR = 0.05. RNA samples were pooled (*n* = 8–9) before sequence analysis for each of the four independent replicates of the experimental groups (2 CVS and 2 CS) and three independent control groups. Fold-change values reflect dispersion moderation in DESeq2. See Tables S2 and S3 for complete list of differentially expressed genes. **b** Venn diagram of the differentially expressed genes for the two different stress groups. The total number of differentially expressed genes was 124 for the CVS protocol, 196 for CS protocol and 44 genes were differentially expressed in both protocols. **c** Heat map for those genes changed in both CVS and CS stress protocols. Expression values were log2 transformed and scaled to each row

A subset of 44 genes was found to be differentially expressed in both protocols (Fig. 1b, c, and Table S1). 

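The 6 genes called in both protocols by edgeR's quasi-likelihood test included *Slc9a3*, *Fetub*, AABR07063425.1, *Rprm* and *Cd36*. *Rprm* (ENSRNOG00000005109) had a log2 fold change of -1.10 in CS (standard error 0.15, adjusted p = 0.0412) and -1.19 in CVS (standard error 0.15, adjusted p = 0.0490; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both CS and both CVS libraries below all 3 control libraries. Neither *Rprm* call held when any 1 control library was left out. Its log2 fold changes were then -1.20 to -0.99 in CS and -1.29 to -1.07 in CVS. Independent draws of as many genes would share 0.0271 genes on average, but both comparisons used the same control libraries, which raises the overlap. In 20 simulations of unchanged groups against the same controls, without differences between library codes, at most 1 gene was called in both, and in 20 with such differences 0. No gene was changed in these simulations, so they do not show how far shared controls raise an overlap of changed genes. DESeq2's Wald test called 44 genes in both, including all 6. With the replicate number as a term, edgeR called 184 genes in both. Without control replicate 1, 2 or 3 it called 0, 2 or 0. At an unadjusted p under 0.05 in both comparisons there were 291 genes, against 98 to 138 in the simulations without and 12 to 29 in those with library code differences. From the genes that changed under both protocols, the paper proposes that some might serve as markers of exposure across kinds of stress.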

With a few exceptions, this common set of differentially expressed genes changed similarly in response to both stress protocols (Fig. 1c). 

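All 44 genes of the paper's Table S1 changed in the same direction in CS and CVS, and their normalized counts did not overlap between the 4 stressed and the 3 control libraries, where chance gives 5.71% of genes. The list was chosen by the paper on the same libraries. Of the 44 genes, 15 were called in CS and 9 in CVS over all genes tested, and 44 and 44 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not independent evidence. Each of the 44 had an unadjusted p under 0.05 in both comparisons, also with any 1 control library left out. The size of the log2 fold change was larger in CS for 18 genes and in CVS for the other 26. The median difference in size was 0.17 and the largest 1.62, for *Creb3l1*. In a direct test of CS against CVS, 9 of the 44 had an unadjusted p under 0.05, and the smallest adjusted p was 0.638 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a term, *Creb3l1*, AABR07063425.1, *Cd36*, *Thrsp*, *Npas2* and *Nr1d1* passed an adjusted p of 0.1 in that comparison. *Slc9a3*, *Scd*, *Cdh8*, *Fetub* and *Rprm* did not. With DESeq2's Wald test, *Creb3l1* passed and the others of these genes did not. Over all 13892 genes the log2 fold changes of CS and CVS had a correlation of 0.407 across genes, which are not independent replicates. Simulated unchanged groups against the same control libraries gave 0.386 to 0.424 without differences between library codes and 0.328 to 0.357 with them. Of all genes, 57.9% changed in the same direction, against 62.5% to 63.6% and 61.0% to 62.5% in these simulations. When each protocol was compared with different control libraries, the correlation was between -0.0120 and 0.230 over the 6 arrangements. Only with control 3 for CS (0.230) or control 2 for CVS (0.106) did either protocol have controls of the same code prefixes. In the other arrangements a shift shared by a prefix can enter the comparisons in opposite directions and lower the correlation. The low values there do not show that the changes were not shared.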

A preponderance of these genes were downregulated.

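Among the 44 genes of Table S1, 33 were lower in both protocols and 11 were higher in both. The 33 were lower in all 4 stressed libraries than in all 3 control libraries. The numbers of 33 and 11 were the same under DESeq2's Wald test, under edgeR with the replicate number as a term, and with any 1 control library left out. Of the genes that each analysis called in both protocols over all genes, 6 of 6 were lower with edgeR's quasi-likelihood test and 33 of 44 with DESeq2's Wald test. With the replicate number as a term, 100 of 184 were lower and 81 higher. Without control replicate 1, 2 or 3, edgeR called 0, 2 or 0 genes in both, and the 2 were lower.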

Gene ontology (GO) analysis showed that a similar set of GO terms were over- or under-represented for both the CS and CVS groups. A total of 46 GO terms were differentially represented for the CS group compared with 29 terms for the CVS group (Tables S4 and S5). More terms were identified for the CS group, as expected given the larger number of genes found to be differentially expressed in this protocol. All the terms identified for the CVS group were also on the CS list, suggesting considerable overlap in terms of the effect of the two stress protocols on cellular function in the adrenal gland.

### Stress-sensitive gene expression index

The existence of a common set of differentially expressed genes, which respond to both of these very different stress protocols, suggested that these genes might be universal markers of traumatic stress exposure in the adrenal gland. We hypothesized that a subset of these common response genes could be used to construct a stress-sensitive gene expression (SSGE) index that could be used to measure stress exposure in a consistent and quantitative way across a broad array of chronic stress modalities. It was anticipated that this index might function in an analogous way to a stock market index, which can capture the mood of the market by sampling only a small subset of the most characteristic stocks.

Genes were selected from the common set of 44 genes (Table S1) for potential inclusion in the SSGE index based on several criteria. Only protein coding genes with the largest effect size in Table S1 were considered. In addition, only genes for which the effect size was reasonably similar in both the CS and CVS protocols (see Tables S2 and S3) were selected. 

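When the 44 genes were ranked by the mean size of their log2 fold changes in CS and CVS, *Slc9a3* ranked 1, *Thrsp* 2 and *Fetub* 3. AABR07063425.1, listed as a miRNA, ranked 4. *Scd* ranked 7, *Cdh8* 8 and *Cd36* 9. The mean size of the log2 fold change was 2.76 for *Slc9a3*, 2.10 for *Fetub*, 1.51 for *Creb3l1* and 1.24 for *Cd36*. *Fetub* and *Creb3l1* are protein-coding genes with a larger mean than *Cd36* that are not in the index.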

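The log2 fold change of CS over CVS was tested directly in the 2 CS and 2 CVS libraries. It was 0.88 for *Slc9a3* (standard error 0.33, adjusted p = 0.649), 0.72 for *Thrsp* (standard error 0.26, adjusted p = 0.640) and 0.39 for *Cd36* (standard error 0.11, adjusted p = 0.638; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These 3 genes had an unadjusted p under 0.05. It was 0.43 for *Cdh8* (standard error 0.22) and 0.24 for *Scd* (standard error 0.21), with adjusted p-values of 0.689 and 0.779 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a term, *Thrsp* and *Cd36* passed an adjusted p of 0.1. In a fit of all 7 libraries with that term, chosen after seeing the data, *Cd36* passed and *Thrsp* did not. With the code prefix as the term in such a fit, *Slc9a3* passed, and *Thrsp* and *Cd36* did not. Without a filter, *Slc9a3* and *Thrsp* passed. Without CVS replicate 2 the difference in *Scd* was -0.055, opposite to that in all libraries, and without CVS replicate 1 it was 0.62. That of *Slc9a3* was 1.22 without CVS replicate 2 and 0.50 without CS replicate 1, and that of *Thrsp* 1.02 without CS replicate 1 and 0.34 without CS replicate 2. For *Fetub* the log2 fold change was 0.28 (standard error 0.37), with -0.053 without CVS replicate 2 and 0.82 without CVS replicate 1. For *Creb3l1* it was 1.62 (standard error 0.30, adjusted p = 0.638 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2.02 without CS replicate 1 and 1.07 without CS replicate 2. *Creb3l1* passed an adjusted p of 0.1 with DESeq2's Wald test and with the replicate number as a term.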

As a final criterion, quantitative PCR (qPCR) was used to determine the level of variation in gene expression between individual samples within the control groups. Genes with relatively stable levels of expression in the controls were favored for inclusion in the index. 

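The normalized CPM of *Slc9a3* (ENSRNOG00000015159) were 22.3 ± 2.56 in control (SD, n = 3), 2.47 ± 0.783 in CVS (SD, n = 2) and 4.46 ± 1.43 in CS libraries (SD, n = 2). Its log2 fold change was -3.21 in CVS (standard error 0.21, adjusted p = 0.00390) and -2.31 in CS (standard error 0.21, adjusted p = 0.0282; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Thrsp* (ENSRNOG00000012404) rose from 5.51 ± 1.86 to 19.5 ± 4.84 in CVS and 32.4 ± 10.7 in CS. Its log2 fold change was 1.84 (standard error 0.26, adjusted p = 0.0652) and 2.57 (standard error 0.28, adjusted p = 0.0311; same edgeR test with Benjamini-Hochberg adjustment). *Scd* (ENSRNOG00000013552) rose from 32.1 ± 4.23 to 79.2 ± 25.8 and 94.2 ± 0.565, with log2 fold changes of 1.31 in CVS (standard error 0.19, adjusted p = 0.0736) and 1.55 in CS (standard error 0.11, adjusted p = 0.0110; same edgeR test with Benjamini-Hochberg adjustment). *Cdh8* (ENSRNOG00000056643) fell from 8.07 ± 0.520 to 2.77 ± 0.222 in CVS and 3.74 ± 0.212 in CS. Its log2 fold change was -1.55 (standard error 0.17, adjusted p = 0.0354) and -1.11 (standard error 0.16, adjusted p = 0.0544; same edgeR test with Benjamini-Hochberg adjustment). *Cd36* (ENSRNOG00000040108) fell from 72.8 ± 10.6 to 26.8 ± 1.61 and 35.3 ± 0.872, with log2 fold changes of -1.44 in CVS (standard error 0.13, adjusted p = 0.0176) and -1.04 in CS (standard error 0.13, adjusted p = 0.0319; same edgeR test with Benjamini-Hochberg adjustment). For these 5 genes every stressed library lay outside the range of the 3 control libraries. *Thrsp* and *Scd* in CVS and *Cdh8* in CS were called by DESeq2's Wald test and with the replicate number as a term. With 1 control library left out at a time, the 5 genes kept their direction. Without control replicate 3 none of the 5 genes was called by edgeR in either protocol. Without replicate 1, *Scd* in CS and *Slc9a3* and *Cd36* in CVS were called, and without replicate 2 *Slc9a3* in CS as well.

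**Figure D2:**
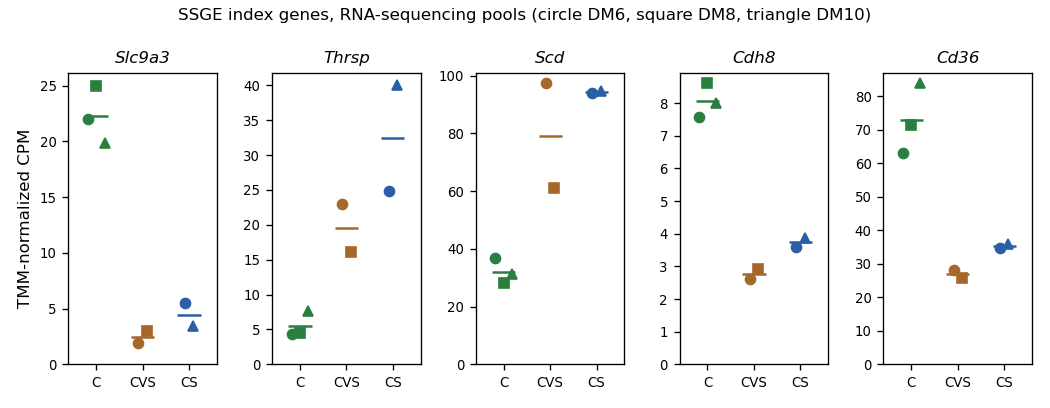
TMM-normalized CPM of 5 genes of the index in control (C), CVS and CS libraries. Each point is a library (pool of RNA), shaped by the prefix of its library code, and lines are group means; *Scd* in CVS spans 61.0 to 97.4.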

Based on these criteria, six genes were selected: *Pah*, *Slc9a3*, *Thrsp*, *Scd*, *Cdh8* and *Cd36*. The index was deliberately restricted to a relatively small number of genes in order to simplify measurement across large numbers of individual animals.

Principal component analysis (PCA) of the expression values derived from qPCR analysis of gene expression for the six genes selected for the index demonstrated that there was no overlap between individuals in the stress (CVS or CS) and control groups along the axis of the first principal component (Fig. 2a). This is important because it implies that these expression values can be used to reliably distinguish individuals exposed to chronic stress from controls.

**Fig. 2:**
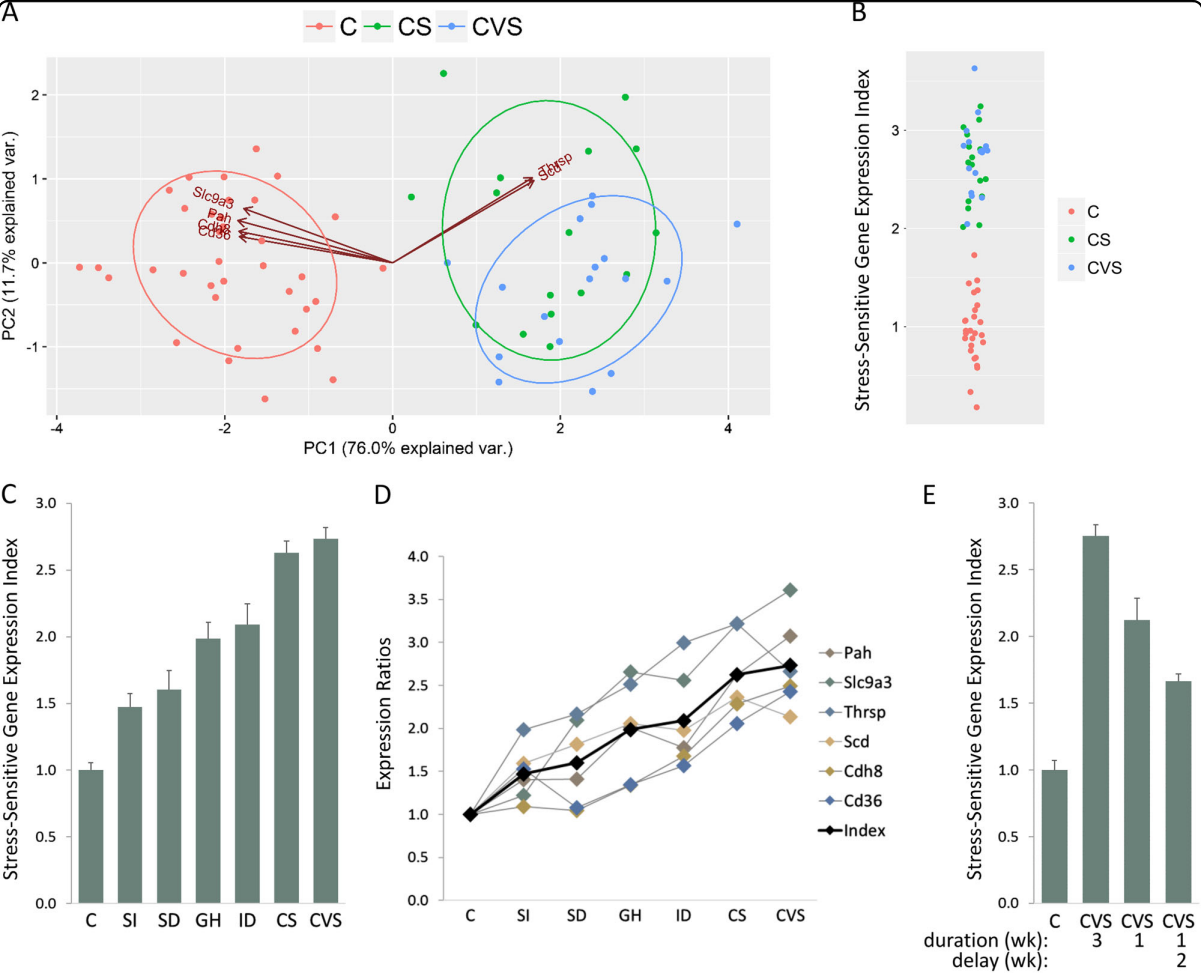
**Measurement of Stress Exposure with a Stress Sensitive Gene Expression (SSGE) Index**. **a** Principal component analysis using qPCR expression values for six genes (*Pah*, *Slc9a3*, *Thrsp*, *Scd*, *Cdh8* and *Cd36*) comparing control (*n* = 36) animals and animals exposed to the two most intense stress protocols (*n* = 33), either chronic variable stress (CVS) or chronic shock stress (CS). **b** Strip plot comparing the stress-sensitive gene expression (SSGE) index for control animals and animals exposed to either chronic variable stress (CVS) or chronic shock stress (CS). **c** Average SSGE index for control (C) and six different stress groups: social isolation (SI), social defeat (SD), grid housing (GH), isolation defeat (ID), chronic variable stress (CVS) and chronic shock (CS). There was a difference between the groups as determined by one-way ANOVA (*F*(6, 105) = 55.97, *p* < 2 × 10^−16^). All stress groups were different to the control group: SI (*p* = 1 × 10^−4^, *d* = 1.2), SD (*p* = 1 × 10^−4^, *d* = 1.5), GH (*p* = 1 × 10^−8^, *d* = 2.8), ID (*p* = 6 × 10^−10^, *d* = 2.8), CS (*p* < 2 × 10^−16^, d = 4.5) and CVS (*p* < 2 × 10^−16^, *d* = 4.9). **d** Mean expression ratios for each of the six selected genes compared with the index (black) across the seven different experimental groups. **e** Comparison of SSGE index for control (C), the standard 3-week duration CVS protocol (CVS), a protocol of 1-week CVS and a protocol of 1-week CVS followed by 2 weeks of social housing. There was a difference between the groups as determined by one-way ANOVA (*F*(3, 48) = 76.5, *p* < 2 × 10^−16^). All stress groups were different to the control group: CVS (*p* < 2 × 10^−16^, *d* = 5.3), CVS 1 week (*p* = 2 × 10^−9^, *d* = 2.9) and CVS 1 week with 2 week delay (*p* = 6 × 10^−3^, *d* = 2.7). Error bars are s.e.m

A SSGE index was then calculated as follows. For each individual, *j*, an expression ratio, $$x_j^i$$, was determined for each gene, *i*,

$$\begin{array} {ccc}x_j^i =&& \log _2\left( {C^i/y_j^i} \right) + 1:\,{\mathrm{for}}\,{\mathrm{down}} {\mathrm{regulated}}\,{\mathrm{genes}}\,Pah, \cr &&Slc9a3,Cdh8\,{\mathrm{and}}\,Cd36\end{array}$$

$$\begin{array} {ccc}x_j^i =&& {\mathrm{log}}_2\left( {y_j^i/C^i} \right) + 1:\,{\mathrm{for}}\,{\mathrm{up}}{\mathrm{regulated}}\,{\mathrm{genes}}\cr &&\left ( {Thrsp\,{\mathrm{and}}\,Scd} \right)\end{array}$$

where $$y_j^i$$ was the mRNA expression value for gene, *i*, in individual, *j*, and *C*^*i*^ was the mean expression level for gene, *i*, in the control animals. Expression ratios were converted to logarithm base 2 to maintain within-group variance relatively constant across the different experimental groups. The expression ratios, $$x_j^i$$, were normalized so that the mean, $$x_j^i$$, for the control samples, for each gene, *i*, was equal to unity. Expression ratios $$x_j^i$$ for each of the genes were then averaged to give the SSGE index, *I*_j_, for each individual, *j* (worked example in Supplementary Information). The index has a mean value of unity for the control samples.

The SSGE index performed, as well as PCA, in distinguishing all the individual animals in the CVS and CS groups from the control animals (Fig. 2b). The advantage of the index over PCA was that the index scale is only dependent on the average expression values in the control samples. These average values were stable across experimental replicates, facilitating the comparison of stress exposure across different protocols.

### SSGE index applied to multiple stress protocols

To determine whether the index could perform in a predictable manner across different modalities of stress exposure, average index values were determined for the control group and the six different stress protocol groups (Fig. 2c). There was a difference between the groups as determined by one-way analysis of variance (ANOVA) (*F*(6, 105) = 55.97, *p* < 2 × 10^−16^) and all stress groups were different to the control group (Fig. 2c).

Based on body and organ weight changes (see below), the CVS and CS stress protocols were more stressful than the other protocols and were similar in intensity to each other. This assessment was also reflected in the stress index results (Fig. 2c). The average SSGE index values increased in a manner consistent with the relative intensity of the different stress protocols. Social isolation was the least stressful of these protocols but exposure to this protocol could still be readily detected, with the SSGE index being higher in the stress group than controls, who were socially housed (*p* = 1 × 10^−4^, *d* = 1.2). It is reasonable to assume that GH would be more stressful than social isolation because it combines social isolation with difficult housing conditions. Indeed, the SSGE index was found to be higher for GH in comparison with the social isolation group (*p* = 3 × 10^−3^, *d* = 1.3). Similarly, it is reasonable to assume that CS would be more stressful than GH, because this adds electric shocks to the social isolation and difficult housing conditions. As expected, the index was higher for this group relative to GH (*p* = 5 × 10^−4^, *d* = 1.8). The relatively high score for GH was consistent with our observations of the rat’s general condition and the lengths to which the animals would go to get off the grid, even in the absence of shock.

Rats are less likely to display symptoms of anxiety following SD when they are housed socially rather than in isolation^12^, suggesting that the isolation defeat (ID) is more stressful than SD. The difference in the respective index values for the two protocols (*p* = 0.01, *d* = 1.1) was consistent with this expectation.

Although the individual expression ratios for each of the six genes that contribute to the index responded somewhat differently to the different stress protocols, the trend for each expression ratio across the six different protocols was in broad agreement with the overall trend of the SSGE index (Fig. 2d). For the three most intense protocols (ID, CS and CVS), expression levels of all six individual genes were differentially expressed relative to the controls (*p* < 0.005). These genes can reasonably be considered universally responsive to these different stress modalities. The number of genes that were differentially expressed relative to controls fell as the protocols became less intense (GH: 5/6, SD: 3/6, SI: 3/6), suggesting that some genes in the index are more responsive to lower levels of stress than others.

The performance of the index was not particularly sensitive to the number or combination of genes included in the index. Reducing the number of index genes to only four, those with the largest effect size (*Pah*, *Slc9a3*, *Thrsp* and *Scd*), did not substantially alter the performance of the index, although it did result in a modest increase in the within-group variance (average S.D. for each group with six index genes was 0.39 versus 0.49 with only four genes).

To examine the effect of different durations of stress exposure, the standard CVS protocol (3-week duration) was compared with a shorter CVS protocol (1-week duration) (Fig. 2e). The magnitude of the SSGE index after the 1-week stress exposure was smaller than that seen for the 3-week protocol (*p* = 1 × 10^−4^, *d* = −1.5), but remained well above control levels (*p* = 2 × 10^−9^, *d* = 2.9), suggesting that shorter periods of stress exposure can also be readily detected by the index. The time period over which the SSGE index remains elevated following the cessation of stress exposure was examined by exposing animals to a 1-week duration CVS protocol and then returning them to social housing for 2 weeks before analysis. In this case, the SSGE index remained elevated compared with controls (*p* = 6 × 10^−3^, *d* = 2.7) although the index value was smaller than for the other two CVS groups, where stress exposure occurred closer to the time of measurement (Fig. 2e). This result suggests that the index decays relatively slowly, with a time period of weeks.

### Weight changes in response to chronic stress

Reduction in body weight is a common response to chronic stress exposure^13^. Changes in body and organ weight in response to the different stress protocols were consistent with the results from the SSGE index suggesting that the CS and CVS protocols were more intense than the other stress protocols (Fig. 3). Average body weight was reduced relative to controls 1 day after the end of the 3-week stress exposure period for both the CS and CVS groups (*p* = 1 × 10^−7^, *d* = −1.6; and *p* = 1 × 10^−12^, *d* = −3.3; respectively) (Fig. 3a).

**Fig. 3:**
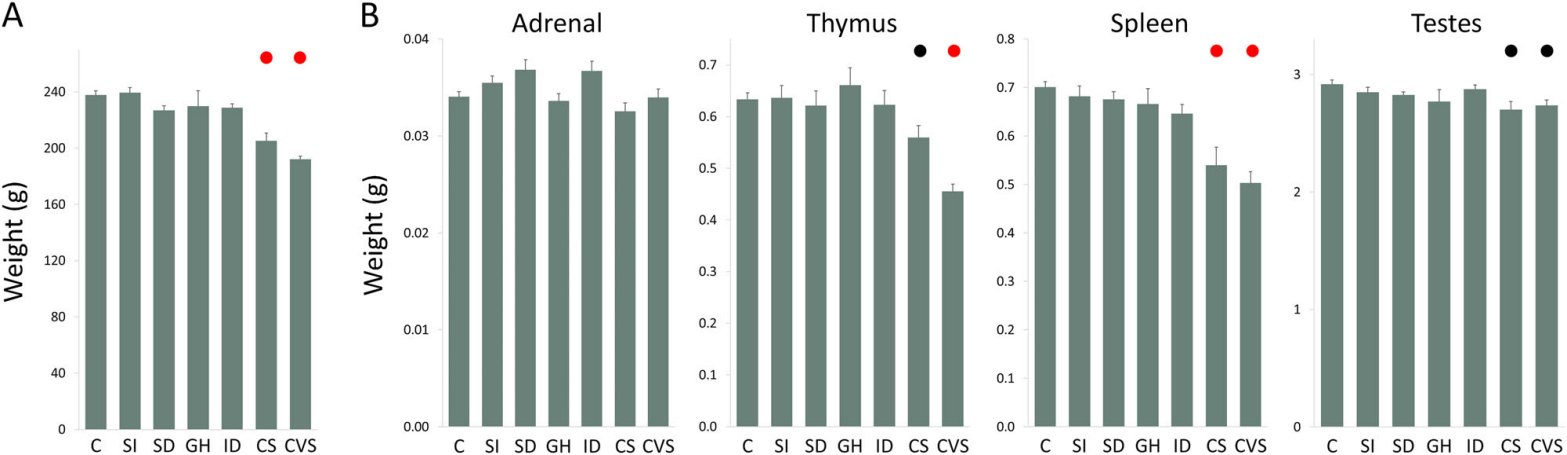
**Effects of Chronic Stress on Whole Body and Organ Weights in Rats**. **a** Body weight 1 day after the end of the stress protocols in control and chronically stressed animals. There was a difference between the groups as determined by one-way ANOVA (*F*(6, 105) = 18.0, *p* = 3 × 10^−14^). Average weights for stress groups that were changed relative to the control group are marked with colored circles, *p* < 0.05 (black) and *p* < 0.001 (red). **b** Organ weights for adrenal gland, thymus, spleen and testes. One-way ANOVA for: adrenal gland (*F*(6, 105) = 2.95, *p* = 0.01), thymus (*F*(6, 105) = 11.2, *p* = 1 × 10^−9^), spleen (*F*(6, 70) = 11.5, *p* = 6 × 10^−9^) and testis (*F*(6, 105) = 2.78, *p* = 0.02). Error bars are s.e.m

Adrenal gland weight was not changed in any of the stress protocols relative to controls (Fig. 3b). Thymus weight was reduced relative to controls for the CVS group (*p* = 2 × 10^−9^, *d* = −2.7) with a smaller effect for the CS group (*p* = 0.01, *d* = −0.9). Thymus weight was lower in the CVS group than in the CS group (*p* = 2 × 10^−3^, *d* = −1.3). Spleen weight was reduced for both the CS (*p* = 4 × 10^−6^, *d* = −1.9) and CVS (*p* = 5 × 10^−8^, *d* = −3.2) groups. Testis weight was modestly reduced for both the CS and CVS groups (*p* = 0.02, *d* = −0.9; and *p* = 0.05, *d* = −0.9; respectively).

### Stress modality-specific gene expression

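The 2 CS libraries were compared directly with the 2 CVS libraries over the same 13892 genes. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.1, the threshold of Fig. 4a, and the smallest adjusted p was 0.346. At an unadjusted p under 0.05 there were 1020 genes. The normalized counts of the 2 groups did not overlap for 5570 genes (40.1%), where chance gives 33.3%. The number of genes called varied between 0 and 843 with the model, the highest with the replicate number as a term. With DESeq2's Wald test there were 45 genes. With the prefix of the library code as a term no test was possible in these 4 libraries alone, since no residual degrees of freedom were left. In a fit of all 7 libraries with that term, chosen after seeing the data, 287 genes were called. Leaving out a library left 1 in its group, so no calls were made without it.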

A direct comparison of the RNA-sequencing counts for the CS and CVS groups demonstrated that multiple genes were differentially expressed between the two stress groups (Fig. 4a). There was an excess of genes upregulated in the CS group relative to the CVS group. 

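Of the 1020 genes with an unadjusted p under 0.05 in edgeR's comparison of CS with CVS, 578 were higher in CS and 442 lower. Of the 45 genes called by DESeq2's Wald test at an adjusted p under 0.1 (Benjamini-Hochberg adjustment), 37 were higher in CS and 8 lower. With the replicate number as a term in edgeR's model, 522 of the 843 genes called were higher in CS. Over all genes tested, 2848 had both CS libraries above both CVS libraries and 2722 the reverse.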

Five genes (*Cbarp*, *Dgat1*, *Eprs*, *Ldah* and *Plat*) were selected, based on effect size and consistent expression in controls, as assessed from qPCR data. 

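*Dgat1* (ENSRNOG00000028711) had 196 ± 92.1 normalized CPM in CS (SD, n = 2), 49.0 ± 5.52 in CVS (SD, n = 2) and 48.2 ± 8.83 in control libraries (SD, n = 3). The log2 fold change of CS over CVS was 2.00 (standard error 0.31, adjusted p = 0.546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cbarp* (ENSRNOG00000024349) had 35.3 ± 7.31 in CS, 13.6 ± 1.32 in CVS and 15.5 ± 2.13 in control, with a log2 fold change of 1.37 (standard error 0.17). *Ldah* (ENSRNOG00000021475) had 148 ± 34.7, 59.2 ± 1.35 and 57.4 ± 9.39, with a log2 fold change of 1.32 (standard error 0.16). *Eprs* (ENSRNOG00000002393) had 510 ± 62.1, 246 ± 12.4 and 255 ± 24.5, with a log2 fold change of 1.05 (standard error 0.12). These 3 genes had an adjusted p of 0.346 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Plat* (ENSRNOG00000019018) had 40.4 ± 9.45, 20.7 ± 1.13 and 22.1 ± 1.65, with a log2 fold change of 0.96 (standard error 0.17, adjusted p = 0.638 from the same edgeR test with Benjamini-Hochberg adjustment). For all 5 genes both CS libraries lay above both CVS and all 3 control libraries. All 5 passed an adjusted p of 0.1 with DESeq2's Wald test and with the replicate number as a term. Against control, *Dgat1*, *Cbarp*, *Ldah* and *Eprs* were called in CS, and none of these calls held when any 1 control library was left out. Their log2 fold changes were then 1.87 to 2.13, 1.08 to 1.28, 1.24 to 1.45 and 0.96 to 1.08. *Plat* was not called (log2 fold change 0.87, standard error 0.15, adjusted p = 0.0985 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but it was with the replicate number as a term and with DESeq2's Wald test. In CVS against control the log2 fold changes of the 5 genes lay between -0.19 and 0.05.

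**Figure D3:**
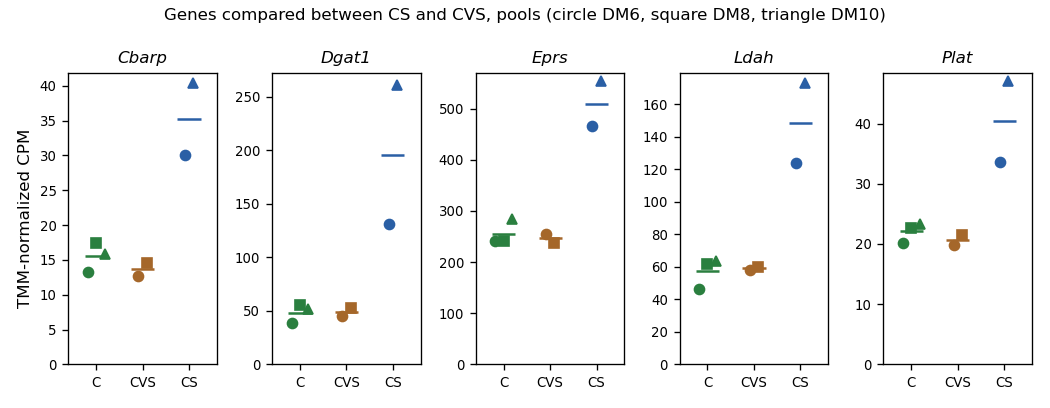
TMM-normalized CPM of the 5 genes in control (C), CVS and CS libraries. Each point is a library (pool of RNA), shaped by the prefix of its library code, and lines are group means; the 2 CS libraries are the highest for each gene, with *Dgat1* at 131 and 261.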

PCA of the qPCR expression values for these genes suggested that they could distinguish most individuals in the two different stress treatment groups (Fig. 4b). An index based on the expression of these five genes was created, similarly to that described above for the SSGE index. As seen for the PCA, this index could distinguish the two stress groups relatively well (Fig. 4c).

**Fig. 4:**
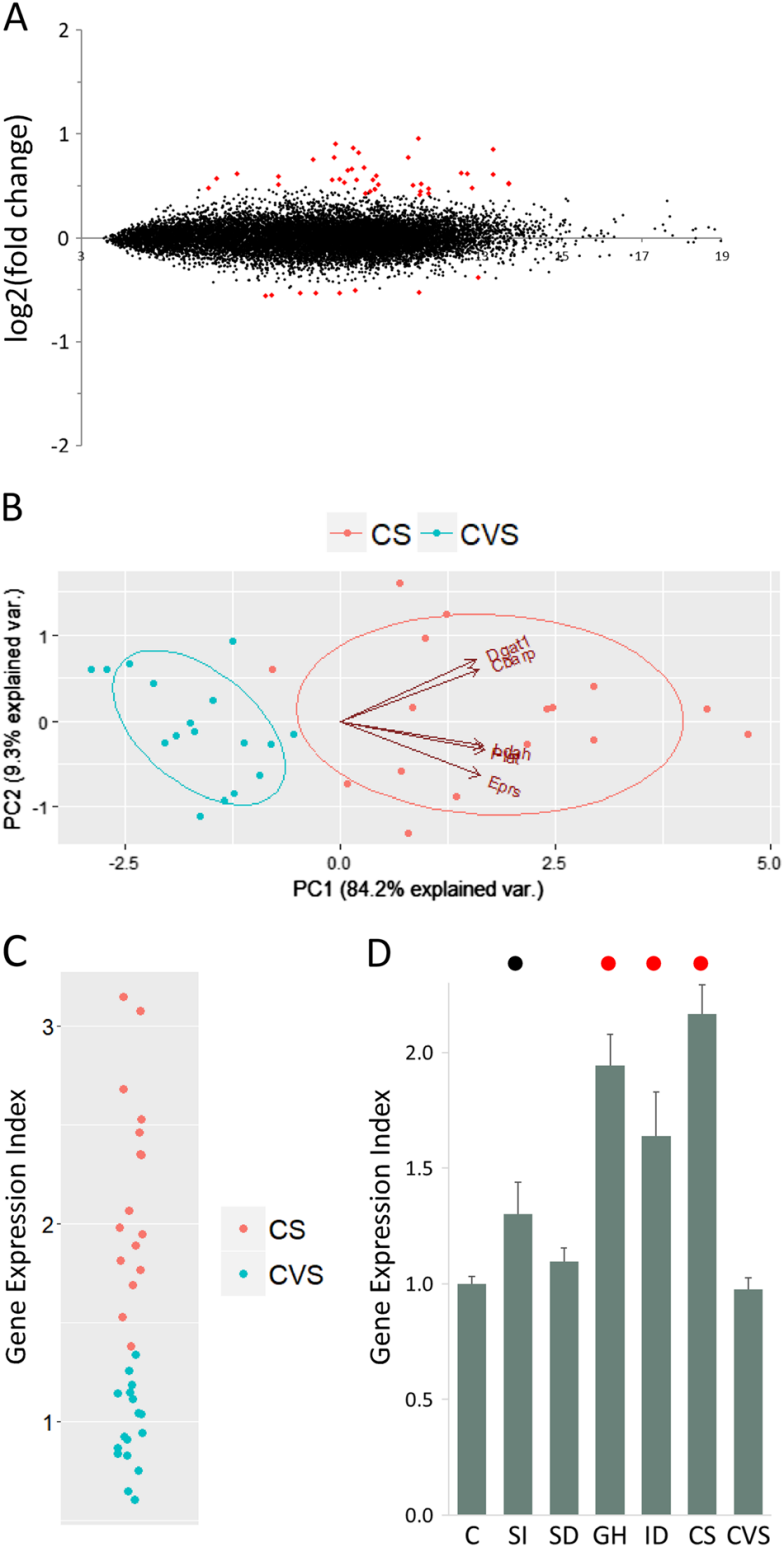
**Differential Gene Expression Responses to Chronic Variable Stress (CVS) or Chronic Shock (CS)**. **a** Comparison of RNA-sequencing counts from adrenal gland for animals exposed to the chronic variable stress (CVS) or chronic shock (CS) protocols. Differentially expressed genes (marked in red) were selected using FDR = 0.1. RNA samples were pooled (*n* = 8–9) before sequence analysis for each of the two independent biological replicates of the experimental groups. Fold-change values reflect dispersion moderation in DESeq2. **b** Principal component analysis for qPCR expression values for five genes (*Cbarp*, *Dgat1*, *Eprs*, *Ldah* and *Plat*) in two different stress exposure protocols: chronic variable stress (*n* = 17) and chronic shock (*n* = 16). **c** Strip plot comparing the gene expression index for animals exposed to either chronic variable stress (CVS) or chronic shock stress (CS). **d** Gene expression index using expression values for these same genes for control (C) and six different chronic stress groups: social isolation (SI), social defeat (SD), grid housing (GH), isolation defeat (ID), chronic shock (CS) and chronic variable stress (CVS). There was a difference between the groups as determined by one-way ANOVA (*F*(6, 105) = 23.5, *p* < 1 × 10^−17^). The average index value for each of the groups subject to isolation housing (SI, GH, ID and CS) was higher than the control group: SI (*p* = 0.01, *d* = 0.7), GH (*p* = 4 × 10^−8^, *d* = 3.2), ID (*p* = 1 × 10^−4^, *d* = 1.6) and CS (*p* = 1 × 10^−15^, *d* = 3.1). In contrast, the three social housing groups (C, SD and CVS) were not different to each other. Groups that were different to controls are marked on the histogram with colored circles, *p* < 0.05 (black) and *p* < 0.001 (red). Error bars are s.e.m

When examined across all stress groups, this index had an interesting property. In addition to distinguishing the CVS and CS groups, it distinguished those groups where animals had been housed socially (C, SD and CVS) from those that had been housed in isolation (SI, GH, ID and CS) (Fig. 4d). This index did not solely reflect the effect of social isolation, two groups (GH and CS) that were subjected to additional stressors showed a further increment on this index relative to the SI group (*p* = 4 × 10^−4^, *d* = 1.3; and *p* = 2 × 10^−8^, *d* = 1.6; respectively). Nonetheless, the index was unexpectedly capable of identifying those groups that were singly housed.

### Behavioral responses to chronic stress

It has previously been reported that behavioral responses can be quite sensitive to the modality of stress exposure^14^. We examined two behavioral tests that are often used as measures of anxiety-like behavior, the acoustic startle response (ASR) and the elevated plus maze (EPM). The ASR was tested before the start of the stress protocol and then tested once a week for the following 3 weeks of stress exposure (Fig. 5a). Animals in the CVS and CS exposure groups responded quite differently in this test (Fig. 5a), despite the fact that both stress protocols appear to be similarly intense. CS exposure produced a persistent decline in the startle response, whereas CVS had no significant effect on the startle response.

**Fig. 5:**
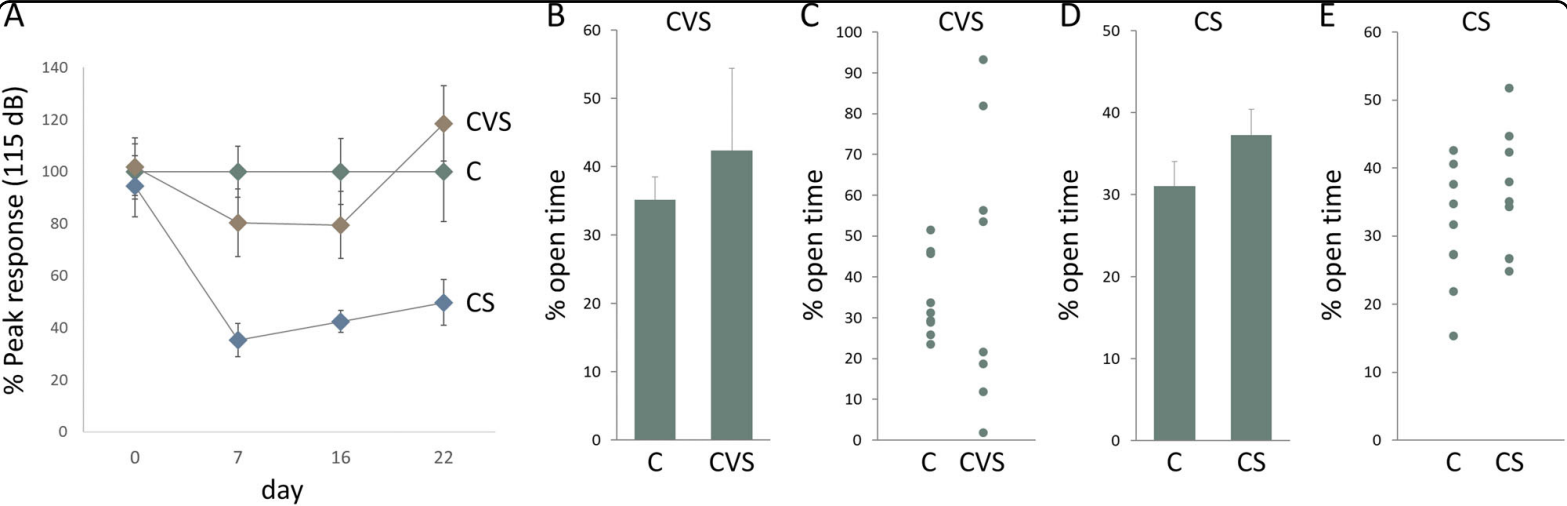
**Differential Behavioral Responses to Chronic Stress in the Acoustic Startle Response (ASR) and Elevated Plus Maze (EPM) Tests**. **a** Acoustic startle response (ASR). ASR tests were administered on days 0, 7, 16 and 22, relative to the start of the stress protocol on day 1. Results for control (C) (green symbol), chronic variable stress (CVS) (brown symbol) and chronic shock (CS) (blue symbol) are shown. The average startle response of the CS group was lower than the control group on days 7, 16 and 22 (*p* = 0.0004, *d* = −2.3; *p* = 0.002, *d* = −1.9; and *p* = 0.01, *d* = −1.4, respectively), whereas the response of the CVS groups was unchanged on any test day. Data were normalized so that the average peak response of the control group to a 115 dB pulse for each trial was equal to 100. Similar results were also seen using 95 and 105 dB test pulses. Data values are means with s.e.m. error bars (*n* = 8 or 9). **b** Elevated plus maze (EPM). Average time spent in the open arm as a percentage of the total time, for the control and CVS groups. Data values are means with s.e.m. error bars (*n* = 8 or 9). **c** Individual open time values for the same EPM experiment as shown in **b**. **d** Elevated plus maze (EPM). Average time spent in the open arm as a percentage of the total time, for the control and CS groups. Data values are means with s.e.m. error bars (*n* = 8 or 9). **e** Individual open time values for the same EPM experiment as shown in **d**

Modality-specific effects were also seen using the EPM (Fig. 5b, c). There was no significant difference between the CVS and the control groups in the mean values for time spent in the open arms of the EPM (Fig. 4b) but there was a large increase in the variance for the CVS group (Fig. 5c). The CVS animals tended to ‘freeze’ in one of the compartments. Mean time spent in the ‘frozen’ state over the 5-min test period was much higher for the CVS animals (92 ± 34 s) than for controls (0.8 ± 0.6 s) (*p* = 0.01, *d* = 1.4). Freezing behavior was also reflected in an average 38% reduction in distance traveled by the CVS group compared with controls (*p* = 0.009, *d* = −1.5). In contrast, the CS protocol had no significant effect on the rats’ performance in the EPM (Fig. 5d, e).

## Discussion

The results described in this report demonstrate that there are both common and stress modality-specific transcriptional responses to different traumatic stress protocols in the adrenal gland. The common responses presumably reflect the fact that much of the stress response is funneled through the adrenal gland via a small number of signaling pathways^10,11^. The presence of an apparently universal response to widely varying stress modalities is consistent with the original description of the stress response as a nonspecific response^1^. Nonetheless, even in the adrenal gland, stress modality-specific responses are also observed, consistent with more modern concepts of the stress response having modality-specific elements^2,3^.

This study establishes a baseline for how much information is necessary to create a diagnostic test of traumatic stress exposure. We show that changes in gene expression can be used to create a quantitative and close-to-universal measure of stress exposure, and that sufficient information is encoded in the gene regulatory network to reliably distinguish unstressed from stressed subjects. This suggests that it is a practical possibility to use changes in gene regulatory function as a measure of traumatic stress exposure. Exactly the best way to exploit this information in humans remains uncertain but it is important to establish that the gene regulatory network encodes adequate information to make this distinction.

The SSGE index described here is a practical tool for quantitating levels of stress exposure in animal models. It is relatively easy and inexpensive to implement and many steps can be automated so that it can be scaled for large numbers of animals. There are several different ways to measure the effects of chronic stress exposure in laboratory animals^15^, including behavioral tests and analysis of endocrine function. Behavioral tests can be very sensitive but behavioral responses can also be strongly dependent on the modality of stress exposure^14^ (see Fig. 5). Endocrine responses to stress can be complex, transitory and can habituate in the maintained presence of the stressor^9,16,17^. They can also depend on stress modality^13^. In principle, the gene regulatory apparatus can integrate a variety of stress-related signals over time producing a more stable and robust signal for measurement.

The SSGE index appears to be as sensitive as most behavioral tests currently used to measure chronic stress exposure. Isolation housing is established as a stressor in rats^18–20^ but its effects are not always apparent using standard behavioral assays^12,21^ and results from different studies can be contradictory^20^. The SSGE index could clearly distinguish the social isolation group (rats housed singly) from the control group (rats housed three per cage) (Fig. 2c), suggesting that the assay is at least as sensitive as typical behavioral tests.

It could be asked, why are the genes selected for the SSGE, which were selected based on their sensitivity to two relatively intense stress protocols (CVS and CS), also sensitive to the much milder stressor social isolation? The underlying hypothesis of this study was that there would be genes that responded in a graded way in response to stress dosage and the data described in this report supports this initial hypothesis. This does not mean that all stress-sensitive genes will respond in a dose-dependent manner to stress or that such genes will necessarily respond to all modalities of stress. There appear to be a range of behaviors at the gene expression level, which is to be expected in such a large and complex regulatory network.

Any biological test of traumatic stress exposure in humans will most likely rely on peripheral tissues/molecules and thus be affected by stress-induced changes in adrenal gland function. The current study maps the global transcriptional response of the adrenal gland to different stress modalities. It is possible that markers in the bloodstream directly related to changes in adrenal cell gene expression described here will ultimately prove useful for a diagnostic test. The products of several of the genes in the index, including *Thrsp*, *Scd* and *Pah*, can be measured in the serum or plasma^22–24^, which could make them, or similar molecules, a practical pathway for testing. Alternatively, metabolites in the pathways in which these stress-sensitive genes function are a potential test substrate. The stress response of other peripheral tissues that can be more easily biopsied, such as white blood cells or buccal cells, will be strongly dependent on the response of the adrenal gland to stress. If these tissues ultimately prove useful for a diagnostic test of stress exposure in humans, it is of value to understand the extent and characteristics of the underlying behavior of the adrenal gland, which drives stress-dependent changes in these other tissues.

This work has translational relevance in two other respects. First, it identifies stress-responsive genes that may prove to be useful targets for blocking the peripheral stress response, particularly in chronic stress conditions were these responses can have long-term negative effects on health^25^. Second, the stress-responsive genes identified in this study may aid in the identification of susceptibility genes for trauma-related stress from genome-wide association studies.

In addition to the universal response genes, stress-responsive genes that were sensitive to the modality of stress exposure were also identified. This result suggests that studies using preclinical models should take account of the fact that the stress response, even at the level of transcription, can be sensitive to the modality of stress exposure and that validation of any potential stress-sensitive biomarker requires testing against multiple different models of stress exposure to ensure cross-modality validity. The differential responses to different modalities of stress did, however, suggest that it might be possible to distinguish the predominant nature of stress exposure using gene expression data, at least for some kinds of stress exposure. Such a test worked well for the comparison between the CS and CVS protocols. These were very different kinds of stress exposure, however, and whether subtler distinctions are possible remains unclear.

Many of the genes found to be differentially expressed in the adrenal gland following stress exposure in this study have previously been reported to be stress sensitive^26,27^. All of the genes included in the SSGE index (Table 1) have been implicated in the response to stress in one or more tissues^28–36^. Currently, however, relatively little is known about the specific role that these genes might play in mediating the response to stress in the adrenal gland. Phenylalanine hydroxylase (Pah) catalyzes the irreversible conversion of l-phenylalanine into l-tyrosine, an essential step in the catecholamine biosynthesis pathway^37^. However, it is generally believed that tyrosine synthesis occurs predominantly in the liver, with only the downstream catecholamine synthesis steps occurring in the adrenal medulla^10^. Three genes (*Thrsp*, *Scd* and *Cd36*) are involved in fatty acid metabolism. The adrenal gland has a high content of lipids, whose main function is to serve as precursors for steroid hormone biosynthesis in the cortex^38^. Changes in expression of genes implicated in lipid metabolism and transport in the adrenal gland may indicate a long-term effect of stress on steroid hormone biosynthesis. Expression of Cadherin-8 (Cdh8) is decreased in the prefrontal cortex in response to stress and it has been hypothesized that this may alter tissue plasticity to favor adaptive synapse remodeling^36^. The Na/H exchanger (Slc9a3) uses an inward sodium ion gradient to expel acids from the cell^39^. Its role in sodium and pH homeostasis has been studied mainly in the kidney and intestine and its function in adrenal gland tissue has not been characterized. These genes or their products are all potential targets for interventions designed to minimize the peripheral effects of stress.

**Table 1:** SSGE index genes and their potential role in stress

**Protein name**	**Gene symbol**	**Specific function**	**Potential role in stress response of adrenal gland**
Phenylalanine hydroxylase	Pah	Converts phenylalanine into tyrosine	Catecholamine biosynthesis
Sodium-hydrogen antiporter 3	Slc9a3	Imports one Na^+^ in the cell/exports one H^+^	Unknown
Thyroid hormone-responsive gene	Thrsp	Regulator of lipid metabolism	Altered fatty acid metabolism in adrenal gland
Stearoyl-CoA desaturase	Scd	Biosynthesis of monounsaturated fatty acids	Altered fatty acid metabolism in adrenal gland
Cadherin-8	Cdh8	Mediates cell–cell adhesion	Adaptive changes in tissue plasticity
Cluster of differentiation 36	Cd36	Fatty acid transport	Altered fatty acid metabolism in adrenal gland

Changes in gene expression in the adrenal gland could reliably distinguish all individuals exposed to traumatic stress from controls. In this restricted context, changes in gene expression levels in a specific organ, we found no evidence of a stress-resilient population of animals. Every individual animal exposed to the two most intense stress protocols was distinguishable from the control animals (Fig. 2b). At the level of gene expression, at least, these results are consistent with a number of psychological studies of extreme traumatic stress exposure in humans^40–43^, which suggest that the response to traumatic stress exposure is dose dependent. In this model, no individual has an absolute resilience to stress, only relative resilience that can be overcome with a sufficiently high ‘dose’ of traumatic stress.

## Methods

### Animals

Male Sprague–Dawley rats were used in all experiments (*n* = 129). All procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Stony Brook University.

### Chronic stress models

Seven different animal treatment protocols were used. Protocols were 3 weeks in duration, unless otherwise noted. Typically, stress protocols were started on postnatal day (PND) 28 and continued for three weeks (PND 28 through 49). Animals were euthanized on PND 50–51, typically 24 h following stress cessation.

*Control (C)*: Animals lived socially in groups of three per cage, with no additional stressors other than daily weighing and routine husbandry (*n* = 36).

*Social isolation (SI)*: Animals were singly housed, with no additional stressors other than daily weighing and routine husbandry (*n* = 18).

*SD*: Animals were exposed to daily sessions of defeat in the home cage of male Long Evans rats. Several variations of defeat were used including direct physical defeat, psychological threat of defeat and witnessing defeat in a conspecific. For socially housed defeat, the rats were housed socially in groups of three per cage, before and after the defeat sessions (*n* = 9).

*ID*: This protocol was identical to the SD protocol except that the rats were singly housed, before and after the defeat sessions, for the duration of the stress protocol (*n* = 8).

*GH*: Animals lived singly on metal grid of shock apparatus (Coulbourn Instruments), with no additional stressors other than daily weighing and routine husbandry (*n* = 8).

*CS*: Animals lived singly on metal grid of shock apparatus and were administered an electric foot shock of randomly varying duration and intensity, at random time intervals (*n* = 16).

*CVS*: Animals were exposed to a series of diverse physical, psychological and psychosocial stressors, including predator threat using either live animals or predator scent, water submersion, cold and warm room exposure, cage tilt and rotation, restraint, bedding disruptions, circadian rhythm disruption, shock, food and water deprivation, forced swim, isolation, and social instability (*n* = 34).

No animals were excluded from the analysis. More detailed descriptions of these protocols are given in the Supplementary Information.

### RNA isolation

Particular care was taken to minimize the effect of circadian rhythms on gene expression, which can produce false positives in RNA-sequencing results. Animal euthanasia and dissections were performed within the same 4-h time window in the middle of the diurnal light phase. Adrenal glands to be used for RNA extraction were quickly dissected, preserved in 750 µl RNALater (Life Technologies), and stored at −20 °C until homogenization.

Tissue homogenization was performed in RLT buffer (Qiagen). Total RNA was extracted from tissue samples using the RNeasy Miniprep Kit (Qiagen, Valencia, CA). RNA concentration was determined using a Nanodrop 2000 spectrophotometer and samples were then diluted to the same nominal concentration. A second round of absorbance measurements were performed to confirm the accuracy of this step.

### RNA sequencing

RNA samples from each control or stress exposure group (8–9 animals per group) were pooled for RNA sequencing. Poly(A)+ RNA was enriched from 1 μg total RNA using the poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA). Complementary DNA (cDNA) libraries were prepared using the Ultra Directional RNA Library Prep Kit (New England BioLabs) using 8–11 cycles of PCR amplification. dUTP was used in the cDNA synthesis to maintain strand specificity. Libraries were sequenced in multiplexed runs on an Illumina HiSeq sequencer, yielding 30–40 million 50-bp single reads per library. RNA sequencing was performed by the University of Cincinnati Genomics, Epigenomics and Sequencing Core. The reproducibility of the RNA-sequencing data obtained from this facility was verified by resequencing two technical replicate RNA libraries prepared independently in our laboratory.

### RNA-sequencing data analysis

Sequenced read fragments were mapped to the Ensembl Rnor_6.0 reference genome using the Rsubread package^44^ from the Bioconductor suite^45^ within R^46^. Expression count matrices were generated using featureCounts^47^. The count data were pre-filtered so that counts were ≥10 for all samples for a given transcript. Differential expression analysis was performed using DESeq2^48^. DESeq2 first estimates and corrects dispersion by modeling the dependence of dispersion on the average expression strength over all samples and then fits negative binomial generalized linear models for each gene. DESeq2 uses the Wald test for significance testing. The Wald test *p*-values were adjusted for multiple testing using the procedure of Benjamini and Hochberg^49^.

Because different analysis pipelines can produce discordant measures of gene expression for a subset of genes^50^, a different spliced aligner^51^ and feature identification program^52^ were used to confirm the robustness and program independence of the data analysis. The different analysis pipelines generally gave consistent results with a small subset of coding genes (<1.5%) being discordant. GO analysis was performed using the goseq package^53^ in R with FDR = 0.05. Raw and processed RNA-sequencing data have been deposited in NCBI's Gene Expression Omnibus database (GSE100454).

### Quantitative PCR

cDNA was synthesized using Superscript III Reverse Transcriptase (Life Technologies) according to the manufacturer’s instructions. Briefly, 5 μg RNA were annealed with random hexamers (Life Technologies), the mixture was rapidly renatured and reverse transcription was performed in a 20 μl reaction at 50 °C for 1 h. After enzyme inactivation for 10 min at 85 °C, the cDNA was diluted 1:16 and 4 μl of each sample were analyzed in real-time PCR reactions using a StepOne Plus instrument (Life Technologies) and the QuantiFast SYBR Green PCR kit (Qiagen). Primers were designed using the Primer3 software (MIT: http://primer3.ut.ee). The amplification products from all primer pairs (Supplementary Table S6) were validated by electrophoresis analysis and sequencing of the amplicons to confirm gene specificity. For each gene, multiple primer pairs were prescreened and only those that had high amplification efficiency and produced similar expression values were used in the experiments. Expression values were determined using a threshold crossing algorithm^54^ implemented with a custom program (http://you.stonybrook.edu/mckinnonrosati/open-source/). Expression values for each sample were normalized to the average of the 18S and 28S rRNA expression values for that sample to take account of any variations in RNA/cDNA abundance between samples.

### Behavioral tests

The ASR and EPM were performed using essentially standard procedures^55–58^. See Supplementary Information for details.

### Statistics

For comparison of multiple means, ANOVA with post-hoc *t*-tests using Benjamini–Hochberg correction^49^ were performed using R^46^. PCA was also performed using R. Effect sizes are reported as Cohen’s *d*, calculated using $$D_{pooled} = \sqrt {\left( {\left( {SD_1^2 + SD_2^2} \right)/2} \right)}$$.

## Electronic supplementary material

Supplemental Material

Related Manuscript File

# Supplementary material for: Common and differential transcriptional responses to different models of traumatic stress exposure in rats
**Source:** Transl Psychiatry. 2018 Aug 23;8:165. doi: 10.1038/s41398-018-0223-6
**Supplement:** Supplementary file 1 — Supplemental Material

## Supplementary Information

### Supplementary Materials and Methods

#### Animals

Male Sprague-Dawley rats were progeny of E13 timed-pregnant dams obtained from Envigo (formerly Harlan, Franklin Township, NJ). All animals were weaned on postnatal day (PND) 21 and litter-mates were housed two to four rats per cage, until the beginning of the experiment. Animals were distributed into experimental groups, such that body weight was evenly distributed and animals from an individual litter were assigned evenly across groups. All husbandry procedures were performed by laboratory staff. Rats were weighed at least twice a week until the week prior to the start of the experiment, when they were handled and weighed daily throughout the procedure. Identification marks were placed on the rat tails (base of the tail) with permanent markers and refreshed when needed. Animals were housed in temperature and humidity controlled rooms (lights on 0700 – 1900 h) with food and water *ad libitum*, except when the stress procedure required food/water deprivation or light cycle changes.

All procedures were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at Stony Brook University.

#### Chronic Stress Models

The six different stress models can be broadly classified (1) as either *chronic continuous stress* (SI, GH, CS), where the same stressor is present continuously, or *chronic intermittent stress* (SD, ID, CVS), where exposure to the stressor (same or variable) is interspersed with periods of relative calm. Both the ID and CVS protocols did, however, have some continuous stress elements. In the ID protocol the animals were singly housed between social defeat stress exposures. In the CVS protocol the animals were housed under conditions of social instability.

For the chronic continuous stress protocols, in particular, there is the potential for habituation (2). Nothing was done to deal with this possibility in the case of the SI and GH protocols. For the CS protocol the time between shocks and the duration of the shock were randomized and the shock intensity was changed randomly every 24 hours. It is thought that foot shock is relatively resistant to habituation compared to other stressors (3). Habituation would have been less likely in the chronic intermittent stress models. Nonetheless, for the two social defeat models, efforts were made to minimize habituation by varying the nature of the defeat protocol used. For the CVS model the wide variety of stressors used should have minimized habituation.

Typically, stress protocols were started on PND 28 and continued daily for three weeks (PND 28 through 49). Animals were euthanized on PND 50-51. Two variations on this protocol

were used for the chronic variable stress (CVS) protocol only: the stress period was one week in duration and it started on either PND 28 or PND 42.

## Defeat

The model consisted of a basic resident/intruder paradigm where the intruder (stressed rat) is defeated and then protected from further attacks and injury by means of a barrier (4, 5). Negative effects resulting from stress exposure can be alleviated by social housing, particularly for social defeat (6-9). In order to examine the effect of social isolation, two social defeat groups were established.

1. Social Defeat (SD) - Animals were housed socially, three per cage with the same cage mates throughout the stress protocol.
2. Isolation Defeat (ID) - Animals were housed in isolation, one animal per cage throughout the stress protocol.

Male Long Evans (LE) rats (Envigo) were used as residents. The animals were approximately 3 months old and 350 g at the time of use in the defeat protocol. During the defeat period of each session, stressed animals were placed directly in the home cage of the LE rats. Free interactions were allowed to occur until one of two criteria was met: (1) there were three separate defeats, during which the Sprague-Dawley rat was attacked and dominated by the resident rat, and then adapted a submissive posture or, (2) 10 min had elapsed.

Being placed behind a barrier in the presence of the residents is known to be adversely stressful (10), and some sessions did not involve a defeat but simply placement behind the barrier within the LE rat's cage, in the presence of the LE rat. Additionally, it has been shown that witnessing social defeat in other animals is also stressful (11, 12). Therefore, a protocol variation where rats maintained behind the barrier would also witness other stressed subjects undergoing defeat was also included.

Intruder and resident pairings were randomly assigned each day to prevent social stabilization and habituation, and to control for individual variance in defeat intensity. All rats were transferred to a test room where defeats occurred, hence outside of the home colony. Comparisons of defeat intensity (a measure of latency and frequency of attacks) using video analysis demonstrated that defeat experiences were similar among all animals in these conditions.

Several variations of the defeat test were implemented, with sporadic days of rest in order to increase unpredictability and decrease the risk of habituation.

#### *Variations on Social Defeat Test Protocol*

1. *Defeat*: The intruder was placed directly in the cage of the resident, allowing physical confrontation. After defeat, the intruder was immediately taken out of the resident's cage and returned to its home cage.
2. *Defeat then barrier*: The intruder was placed directly in the cage of the resident, allowing physical confrontation. After defeat, the intruder was placed within the barrier for 15 min. After 15 min, the intruder was returned to its home cage.
3. *Barrier then defeat*: The intruder was placed directly within the barrier in the cage of the resident for 15 min. Then the intruder was taken out from behind the barrier and placed directly with the same resident, allowing physical confrontation. After defeat, the intruder was immediately taken out of the resident's cage and returned to its home cage.
4. *Barrier only*: The intruder was placed directly within the barrier in the cage of the resident for 30 min, allowing only psychological stress. After 30 min, the intruder was returned to its home cage.
5. *Witness or defeat*: One intruder was placed directly in the cage of the resident, allowing physical confrontation. Another intruder was simultaneously placed within the barrier of the cage of the resident for the duration of the session, therefore "witnessing" the defeat but having no physical stress exposure. After defeat, both intruders were returned to their home cages.
6. *Witness or defeat then Switch*: One intruder was placed directly in the cage of the resident, allowing physical confrontation. Another intruder was simultaneously placed directly within the barrier, therefore "witnessing" the defeat. After defeat, the places of the two intruder rats were switched, such that the rat in the barrier was now directly in contact with the resident, and the rat that was previously defeated was placed within the barrier. After both defeats, both intruders were returned to their home cages.

#### **Chronic social defeat timetable**

All interactions occurred during the animal's light cycle, at different times of the day, unless denoted.

### ***Chronic Shock***

Animals in the chronic shock (CS) group underwent an electric foot shock (EFS) procedure. Rats were housed 24 hours a day/7 days a week in isolation for three weeks in shuttle boxes (13-inch high aerated cages with a 200sq inch metal bar floor, made of Plexiglas (sides) and aluminum (base, cover)) (Coulbourn Instruments). Each shuttle box housed two rats, separately. The backs of the shuttle boxes were blacked out so rats could not see each other through the devices. A Precision Animal Shocker (Coulbourn Instruments) was used to generate the shocks. A programmable microcontroller (Arduino Mega board) was used to trigger the shock and control relays determining the path of the shock to one of eight different cages. This microcontroller also controlled the timing and duration of the shocks. The intensity (0 – 3 mA), duration (1 – 5 s), and delay between shocks was randomized, in order to increase unpredictability and minimize adaptation and habituation. Rats experienced an average of 4 and 1 shocks per hour during the dark and light cycle, respectively. The intensity (mA) of the shock was modified by the experimenter every 24 hours. The rats in this group were housed in a different room from the animals in the other experimental groups.

### ***Grid Housing***

For the grid housing (GH) protocol, animals lived in isolation for three weeks, in similar shuttle boxes to those described above for the shock animals. These rats received no shocks and were housed in a different room from the chronic shock rats.

### ***Chronic Variable Stress***

For the chronic variable stress (CVS) protocol, animals underwent exposure to different stressors for three weeks. As noted above, two groups were exposed to stress over a one-week period. The stressors used in this abbreviated protocol were identical to those used in the longer protocol.

Animals were housed in standard cages in groups of 2 or 3, unless the protocol called for housing changes. One to three stressors were administered daily either simultaneously or at varying times throughout the day. Stressors were presented randomly across the light/dark cycle to maximize unpredictability. Stressors were delivered away from the home colony. The paradigm consisted of several physical or psychological and social stressors, described below.

#### ***Physical Stressors***

1. *Water submersion*: Individual rats were placed in a bucket (diameter 11.25 in, 14.5 in tall), filled 3 quarters of the way with water at 21-22°C. Rats were allowed to swim for 40 seconds, and then were gently submerged under the surface for 20 seconds (13). The animals were then removed from the water and briefly dried with a towel. Two variations of water submersion were included: (1) Rats were just barely submerged under the water and could freely move under the surface and (2) Rats were completely submerged to the bottom of the bucket with restricted ability to move.
2. *Forced swimming*: The animals were placed in a bucket (diameter 11.25 in, 14.5 in tall), filled 3 quarters of the way with water that was either cold (16-18°C), at room temperature (21-22°C), or warm (30-32°C). Animals were then forced to swim for either 3, 5, 10, or 15 min. After swimming, the animals were briefly dried with a towel.
3. *Restraint*: Rats were placed in a flexible rodent restrainer (Decapicone, Braintree Scientific, Braintree, MA) for either 30 min or 1 hr. The restrainer was secured with tape around the base of the tail, leaving enough room for the animal to defecate but also limiting movement.
4. *Cold exposure*: The animals were transferred in isolation to covered up small rodent cages (7.5 x 11.5 x 5 in) with no bedding and then to a 4°C chamber for periods of 3 or 5 hr.
5. *Warm exposure*: The animals were transferred in isolation to covered up small rodent cages (7.5 x 11.5 x 5 in) with no bedding and then to a 37°C chamber for periods of 30 min or 1 hr.
6. *Electric foot shock*: Rats were transferred individually to shock boxes similar to those described above. Within a 15 min period, animals were exposed to either 3 or 5 shocks of 1.5 mA intensity and 2 s duration.

7. *Small cage exposure*: The animals were transferred to small rodent cages (7.5 x 11.5 x 5 in) either with or without bedding, in groups of three or in isolation.
8. *Food deprivation and water deprivation*: The rats were subjected to 14-16 hours of food and/or water deprivation. An empty water bottle was returned to the animal's cage as an additional stressor so the rat could use the sipper but no water would come out. The bottle would be then refilled with water after 1 hour of empty bottle exposure.
9. *Circadian rhythm disruption*: The lights were left on during the dark phase or the lights were turned off during the light phase. This was done no closer than 6 days before euthanasia to minimize any effect on clock gene expression.
10. *Cage rotation*: Cages were placed on an orbital rotator at 100rpm for 30 min or 1 hr.
11. *Cage tilt*: Home cages with or without bedding were tilted at a 45° angle by their length, for 1 up to 16 hrs.
12. *Wet bedding*: The bedding of the home cage was soaked with 500 mL of water, and the animals were exposed to wet bedding for 15 min up to 18 hrs.
13. *No bedding*: The bedding was taken out of the home cages for 15 min up to 18 hrs.

#### *Psychological and Social Stressors*

1. *Predator exposure*: Rats were exposed to free moving, live dogs (female mongrels) or snakes (python) within the predator's home environment for 30 min to 1 hour. Rats were protected within a custom aerated Plexiglas enclosure. This container prevented direct physical contact with the predator, but allowed perception of visual, auditory, and olfactory cues associated with the predator.
2. *Predator odor exposure*: Rats were exposed to a fragments of freshly shed snake skin, fresh dog feces, bobcat urine, or ferret dander odor. For bobcat urine, filter paper was soaked with the urine, and for ferret dander odor, rags that were previously housed with ferrets were used. The materials were placed directly in clean cages and presented to the rats while they were in isolation.
3. *Isolation*: The animals were individually transferred into cages similar to their home cages or to smaller rodent cages (7.5 x 11.5 x 5 in) for up to 18 hrs.
4. *Crowding*: Up to 9 animals were placed in one cage, similar to the home cage, with or without bedding, with or without access to food and water for up to 2 hrs.
5. *Social Instability*: Rats were exposed to unstable housing by changing cage mates every day or every few days, in order to reduce social support.

6. *Foreign bedding*: Rats were placed in soiled home cages previously occupied by other rats for up to 18 hrs. Alternatively, soiled bedding was placed directly within the rats' own home cages.

### **Chronic variable stress timetable**

### **Behavioral Tests**

#### *Elevated Plus Maze*

The test apparatus consisted of a black plus-shaped maze with 2 closed and 2 open arms (10 x 50 cm), located 74 cm above the ground. The closed arms were 40 cm high, and the open arms had a 2 cm high rim which encouraged entry into the open arm and reduced the chance of

the rats falling off the apparatus. Rats were placed in the center of the maze, facing a closed arm, and left to explore for 5 min. Testing took place during the animal's dark cycle in dim lighting (1 lux). Coding of each video-recording of the experiment through recorded videos was done manually using BORIS (14) with blinded scorers. The same data was also analyzed using a custom program that automatically scored rat movement in the maze and calculated times in the different compartments independent of any investigator intervention (<http://you.stonybrook.edu/mckinnonrosati/open-source/>). The two analysis paradigms gave similar results for shared measurements.

### *Acoustic Startle Response*

The acoustic startle response (ASR) was tested using custom hardware and software (Jacobson et al., in preparation). Briefly, the hardware was based around a high performance low-cost microcontroller (32 bit 72 MHz ARM Cortex-M4 processor) to control the experiment and record the data. A USB-based microcontroller development board with a custom circuit board was used. Software for experiment control and data analysis was implemented using Python and C++ (<http://you.stonybrook.edu/mckinnonrosati/open-source/>). Rats were tested in a (23 x 12 cm) plastic animal enclosure container within a (34 x 27 cm) dark chamber. Startle response was detected by the displacement of an accelerometer (ADXL335) sensor placed below the animal's enclosure. Background noise (55 dB) and startle stimuli were delivered through a speaker located 18 cm above the holding container.

Rats were first placed in the testing chamber for a 5-minute acclimation period. Rats were exposed to twenty-four 50 ms duration stimuli (6 each at 85, 95, 105, 115 dB), with an inter-stimulus interval (ISI) that varied pseudo-randomly from 15 to 40 seconds. Startle amplitude was defined as the amplitude of the peak response (greatest positive or negative deflection) following the auditory stimulus.

After each animal's trial, the chamber was cleaned with a 70% ethanol solution. Testing was conducted during the animal's light cycle.

### **Supplementary References**

1. Marti O, Armario A (1998): Anterior pituitary response to stress: time-related changes and adaptation. *Int J Dev Neurosci.* 16:241-260.
2. Dickens MJ, Romero LM (2013): A consensus endocrine profile for chronically stressed wild animals does not exist. *Gen Comp Endocrinol.* 191:177-189.
3. Bali A, Jaggi AS (2015): Electric foot shock stress adaptation: Does it exist or not? *Life Sci.* 130:97-102.
4. Miczek KA (1979): A new test for aggression in rats without aversive stimulation: differential effects of d-amphetamine and cocaine. *Psychopharmacology (Berl).* 60:253-259.
5. Koolhaas JM, Coppens CM, de Boer SF, Buwalda B, Meerlo P, Timmermans PJ (2013): The resident-intruder paradigm: a standardized test for aggression, violence and social stress. *J Vis Exp.* e4367.

6. de Jong JG, van der Vegt BJ, Buwalda B, Koolhaas JM (2005): Social environment determines the long-term effects of social defeat. *Physiol Behav.* 84:87-95.
7. Haller J, Leveleki C, Baranyi J, Mikics E, Bakos N (2003): Stress, social avoidance and anxiolytics: a potential model of stress-induced anxiety. *Behav Pharmacol.* 14:439-446.
8. Nakayasu T, Ishii K (2008): Effects of pair-housing after social defeat experience on elevated plus-maze behavior in rats. *Behav Processes.* 78:477-480.
9. Ruis MA, te Brake JH, Buwalda B, De Boer SF, Meerlo P, Korte SM, et al. (1999): Housing familiar male wildtype rats together reduces the long-term adverse behavioural and physiological effects of social defeat. *Psychoneuroendocrinology.* 24:285-300.
10. Tornatzky W, Miczek KA (1994): Behavioral and autonomic responses to intermittent social stress: differential protection by clonidine and metoprolol. *Psychopharmacology (Berl).* 116:346-356.
11. Patki G, Solanki N, Salim S (2014): Witnessing traumatic events causes severe behavioral impairments in rats. *Int J Neuropsychopharmacol.* 17:2017-2029.
12. Patki G, Salvi A, Liu H, Salim S (2015): Witnessing traumatic events and post-traumatic stress disorder: Insights from an animal model. *Neurosci Lett.* 600:28-32.
13. Richter-Levin G (1998): Acute and long-term behavioral correlates of underwater trauma--potential relevance to stress and post-stress syndromes. *Psychiatry Res.* 79:73-83.
14. Friard O, Gamba M (2016): BORIS: a free, versatile open-source event-logging software for video/audio coding and live observations. *Methods Ecol Evol.* 7:1325-1330.
15. Liao Y, Smyth GK, Shi W (2013): The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. *Nucleic Acids Res.* 41:e108.
16. Liao Y, Smyth GK, Shi W (2014): featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics.* 30:923-930.
17. Love MI, Huber W, Anders S (2014): Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550.
18. Eden E, Navon R, Steinfeld I, Lipson D, Yakhini Z (2009): GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. *BMC Bioinformatics.* 10:48.
19. Fonseca NA, Marioni J, Brazma A (2014): RNA-Seq gene profiling--a systematic empirical comparison. *PLoS One.* 9:e107026.
20. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013): TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14:R36.
21. Anders S, Pyl PT, Huber W (2015): HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics.* 31:166-169.
22. Ruijter JM, Pfaffl MW, Zhao S, Spiess AN, Boggy G, Blom J, et al. (2013): Evaluation of qPCR curve analysis methods for reliable biomarker discovery: bias, resolution, precision, and implications. *Methods.* 59:32-46.

## Supplementary Tables

**Table S1 Genes differentially expressed in both the CS and CVS protocols.**

Data values are for exposure to the CS protocol.

**Table S2 Genes differentially expressed in the CS protocol.**

**Table S3 Genes differentially expressed in the CVS protocol.**

**Table S4 Over and Under Represented Categories: Gene Ontology Analysis of CS Protocol**

**Table S5 Over and Under Represented Categories: Gene Ontology Analysis of CVS Protocol**

**Table S6****Primers used in real-time PCR.**

How the deposited data were processed for this re-analysis (not part of the article)

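RNA from rat adrenal glands was analysed in 7 libraries: 3 control, 2 chronic variable stress (CVS) and 2 chronic shock (CS), each a pool of RNA from 8 to 9 animals. The authors mapped the reads to Rnor_6.0 with Rsubread and counted them per Ensembl gene with featureCounts, and deposited these counts without normalization. The text names neither the strand setting of the counting nor the annotation release, so that genes that overlap on opposite strands, or share reads with near-identical copies, may have values that mix. Total counts ranged from 20095746 to 32242123 per library. The filter of 10 counts named in the paper's methods had not been applied to the deposited counts and was applied here in all 7 libraries. Gene symbols were taken from the paper's Tables S1 to S3 only, and other genes were left without a name.

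From the counts, log2 fold changes and p-values were computed with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): TMM normalization, estimateDisp, glmQLFit and glmQLFTest with default settings, on the libraries compared only, and Benjamini-Hochberg adjustment over the genes tested. Standard errors were derived as the size of the log2 fold change divided by the square root of that test's F statistic. A gene was called at an adjusted p under 0.05, or under 0.1 for CS against CVS as in Fig. 4a. DESeq2 1.42.0 was used for the Wald test as an alternative, since it is the test in the paper's methods. Indices were the mean of signed log2 CPM (0.5 counts added) with the control mean set to 1, and were compared with an exact permutation test. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

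The grouping of the libraries, the tests, the rule for naming genes and the alternatives were set before the data were examined, except where the text says that a choice was made after seeing the values. A point was left open in them. The plan named default settings for the quasi-likelihood fit and listed the legacy calculation as the alternative to edgeR 4 defaults, but in the version used the legacy calculation is the default. The default call was kept as the main test and the fit with the legacy calculation off as its alternative, and this was settled when the counts of both were known (29 and 13 genes in CS and CVS with the default, 32 and 6 with it off). The genes named are those of the paper's 2 indices and, in each comparison, the 5 with the largest log2 fold change among the called genes whose counts did not overlap between groups. *Rprm* was named after its values were seen, as a member of a set of 6, and so were *Cyp2a1*, the adipocyte genes and the clock genes in the closing section.

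The alternatives were DESeq2's Wald test with and without its prior on fold changes, the legacy calculation off, a robust fit, DESeq2's size factors in edgeR, no filter, filterByExpr, the replicate number or the library code prefix as a term, all 7 libraries in 1 fit, other thresholds, and leaving out each library. Where leaving out a library left 1 in its group, only the value was computed. The replicate numbers were taken to pair the libraries, because the deviations of same-numbered libraries from their group means correlated at 0.219 to 0.471 across genes in all 6 pairs. In groups of 2 the deviations are mirror images, so these pairs are not independent. Neither the paper nor the labels say what the numbers or code prefixes mark.

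The fits were tested on 8 simulated data sets per setting, with 200 of 13892 genes changed by a log2 fold change of 1. Without differences between library codes, edgeR recovered a share of 0.761 of the changed genes with a share of false calls of 0.0688. DESeq2 recovered 0.804 with 0.144 false. With differences between library codes kept, edgeR recovered 0.773 with 0.00242 false and DESeq2 0.802 with 0.00773 false. Unchanged groups against the same control libraries were simulated 20 times for each of 2 settings. The 35 splits of the 7 libraries into 4 and 3 were all refitted. Of 21 marker gene lists, none had 80% of its genes named in the paper's tables (the highest share was 43.8%), so the tests of gene lists were not run. The gene ontology analysis, quantitative PCR, behavior and weights were not analysed here. The values of 1 gene are not reported here.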

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

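The tests in this part were chosen before their results were seen, apart from the counts of *Cyp2a1*, which were looked at afterwards.

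Of the 7 groups of 4 stressed libraries tested for a library far from the others (the 6 genes of the stress-sensitive gene expression (SSGE) index and the index), *Scd* stood out, with a gap of 0.900 of the range. CVS replicate 2 had 61.0 normalized CPM, against 93.8 to 97.4 in the other 3 stressed libraries and 28.3 to 36.6 in the control libraries. Chance alone picks out about 1 in 20 such groups. *Scd* in CVS replicate 2 still lay above all control libraries. Without this library, the log2 fold change of CS over CVS for *Scd* was -0.055 in place of 0.24. No explanation for this library was tested.

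For 287 genes (2.07% of those tested), both CS libraries and both CVS libraries lay on opposite sides of all 3 control libraries, where random order gives 132 genes (0.952%). CS was the higher group for 141 and CVS for 146. This difference was not tested as a set. In the direct comparison 166 of the 287 had an unadjusted p under 0.05, and the smallest adjusted p was 0.546 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 287 were picked on the same libraries, so this was not independent evidence. Random order assumes independent libraries, whereas the libraries differ by code prefix. The separation of the DM6 libraries on the first principal component had a gap of 0.497 of its range, which was 0.496 after thinning the counts to the smallest library and 0.490 without the 100 most abundant genes. These values argue against library size and against a few abundant genes as the source of that separation, and a batch behind the code prefixes stays open for it. For the 287 genes, a shift shared by the libraries of a prefix cannot by itself be the source, since control replicate 1, CVS replicate 1 and CS replicate 1 share DM6 and would shift together, and a difference between the protocols stays open.

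With filterByExpr in place of the filter of 10 counts in all 7 libraries, 1 gene outside the genes tested was called in CVS that the paper does not list for CVS: *Cyp2a1* (ENSRNOG00000020817), lower in CVS with a log2 fold change of -2.97 (adjusted p = 0.0260 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 132, 114 and 114 counts in the control libraries and 22 and 8 in the CVS libraries, and the 8 kept it out of the genes tested. The paper lists it for CS (Table S2), where it had 35 and 33 counts. A filter on the minimum in every library removes genes that fall. No other explanation was tested, and an effect of the protocol stays open.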

How the results depend on the processing

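Under every alternative run, the log2 fold changes of the 6 SSGE index genes against control kept their direction. The numbers of genes called did not stay within 1.5 times, and the cause was not tested except where stated. With the default fit there were 29 genes in CS, 13 in CVS, 6 in both, 0 in CS against CVS (1020 at an unadjusted p under 0.05) and 23 in all 4 stressed libraries against control.

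With DESeq2's Wald test the numbers were 191, 124, 44, 45 and 135, and with its prior on fold changes 192, 124, 44, 45 and 134. Without a filter they were 232, 151, 60, 391 and 62. With the legacy calculation off, the reading of the plan that was not taken, there were 6 genes in CVS, and with DESeq2's size factors in edgeR 7 and with filterByExpr 8. In these 3 settings the other numbers stayed within 1.5 times, as did all numbers with a robust fit or all 7 libraries in 1 fit. At a threshold of 0.01 there were 0 in CS (1172 at an unadjusted p under 0.05), 1 in CVS, 0 in both and 7 in stressed against control, and at 0.1 there were 53, 26, 11 and 36, since the threshold alone sets these. When a gene called in 1 protocol counted as shared at an unadjusted p under 0.05 with the same sign in the other, 26 genes were shared.

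With the replicate block the numbers were 418, 817, 184 and 843, and 27 in stressed against control. With the library code block they were 527, 817, 207 and, in stressed against control, 151. The CVS fit is the same with either block. CS against CVS could not be tested with the code block in its 4 libraries alone. These fits of 3 against 2 libraries had 1 residual degree of freedom. Among the named genes the replicate block added 29 calls and lost none. Simulated counts without differences between library codes gave shares of false calls of 0.0688 for edgeR, 0.144 for DESeq2's Wald test, 0.199 for the replicate block and 0.249 for the code block, with 0.761, 0.804, 0.760 and 0.726 of the changed genes recovered. With such differences kept the shares were 0.00242, 0.00773, 0.162 and 0.121, with 0.773, 0.802, 0.859 and 0.881 recovered. So a larger number of calls with a block may hold more false calls, and with code differences also more changed genes, which cannot be told apart here. The simulations gave 188 calls for DESeq2 and 163.5 for edgeR without code differences and 162 and 155 with them, not the gap seen in the data, so whether false calls make up that gap cannot be told from them.

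Some settings were chosen after seeing the data. DESeq2 with its prior, a filter on the libraries compared and the default alpha gave 196, 124, 44, 45 and 133. With all 7 libraries in 1 fit, the library code block gave 580, 257, 120 and 287, and the replicate block gave 361, 122, 65 and 520.

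Leaving out 1 library gave 1 to 4 genes in CS, 0 to 7 in CVS (623 at an unadjusted p under 0.05 at the lowest), 0 to 2 in both and 6 to 24 in stressed against control. The lowest of the last was without control replicate 2. The fits without a control library hold fewer libraries. The correlation of the CS and CVS log2 fold changes was 0.407 with shared controls. With control 1, 2 or 3 for CS and the others for CVS it was 0.00739, -0.0120 and 0.230, and with control 1, 2 or 3 for CVS 0.0256, 0.106 and 0.0608. Only with control 3 for CS or control 2 for CVS did either protocol have controls of the same code prefixes. In the other arrangements a shift shared by a prefix can enter the comparisons in opposite directions and lower the correlation. Simulated unchanged groups reached 0.424 without differences between library codes and 0.357 with them, so whether shared controls alone give the correlation cannot be told. These simulations gave at most 1 gene called in both, against 6, which argues against shared controls without any changed gene as the cause. No gene was changed in them, so how far shared controls raise the overlap of changed genes cannot be told.

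The SSGE index difference was 1.80 and lay between 1.61 and 1.92 with each gene, scaling or pseudocount changed, and between 1.73 and 1.88 with each library left out. The value of 1.61, without *Slc9a3*, moved by more than the SD of 0.182 between stressed libraries. The numbers of genes without overlap changed by at most 5 with DESeq2's size factors. Over all settings, 1274 results of named genes were computed: 915 stayed on their side of the threshold or within their spread, 87 were no longer past it, 197 were newly past it, 59 moved and 16 reversed. In CS against CVS, *Scd* and *Fetub* reversed without CVS replicate 2, to -0.055 and -0.053, and were 0.62 and 0.82 without CVS replicate 1. In CVS, *Dgat1* (0.025) went to -0.12 without control replicate 1 and -0.094 without CVS replicate 2, and to 0.14 without CVS replicate 1. *Eprs* (-0.050) went to 0.032 with either block (the same fit in CVS) and 0.029 without control replicate 3. It went to 0.037 and 0.033 with the code and the replicate block in 1 fit of all 7 libraries. *Ldah* (0.047) went to -0.085 without control replicate 1 and 0.12 without control replicate 3, and *Cfd* (0.11) to -0.023 without control replicate 2, -0.10 without CVS replicate 2 and 0.30 without CVS replicate 1. *Dbp* (-0.37) went to 0.0025 without CVS replicate 1 and -0.87 without CVS replicate 2. *Per2* in CS (0.036) went to -0.015 with the replicate block, with 5 or 7 libraries, and to -0.017 without control replicate 3 and 0.076 without control replicate 2. The tests of marker gene lists and their alternatives were not run, since too few genes of each list could be named.

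Of the 35 splits of the 7 libraries into 4 and 3, 2 gave at least the 23 genes of stressed against control. The other was the split of the 3 replicate 1 (DM6) libraries from the rest, with 597 genes, and every split besides these gave at most 1. Among the 27 splits that part as many same-numbered pairs, the real split was the only one with as many. With the library code as a term the real split gave 151 genes and the highest other 40.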

Differences from the paper's values

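The paper reports 196 genes for CS, against 29 here, 124 genes for CVS, against 13 here, and 44 genes in both, against 6 here. Of the alternatives set before the data were examined, DESeq2's Wald test gave 191, 124 and 44 and its form with a prior on fold changes 192, 124 and 44, and both fall within 1.5 times the paper's values. Without a filter there were 232, 151 and 60, also within 1.5 times. The DESeq2 Wald test is the test in the paper's methods. The other alternatives set before the data were examined did not close the gap for all 3 numbers. DESeq2 with its prior, a filter on the libraries compared and the default alpha gave 196, 124 and 44, a setting chosen after seeing the values. The replicate block with all 7 libraries in 1 fit, also chosen after seeing the values, gave 122 genes in CVS and 65 in both.

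The paper describes multiple genes that differ between CS and CVS in Fig. 4a, and here 0 were called at an adjusted p under 0.1 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with 1020 at an unadjusted p under 0.05. DESeq2's Wald test called 45, the fit without a filter 391 and the replicate block 843. Fits chosen after seeing the values called 45 (DESeq2 with prior), 287 (library code block) and 520 (replicate block with all 7 libraries). Of the paper's calls for genes named and tested here, 16 were not made: 10 in CS (*Cdh8*, *Plat*, *Fabp4*, *Plin1*, *Cidec*, *Cfd*, *Tusc5*, *Npas2*, *Nr1d1* and *Dbp*) and 6 in CVS (*Thrsp*, *Scd*, *Creb3l1*, *Npas2*, *Nr1d1* and *Per2*). DESeq2's Wald test made all 16, the fit without a filter 15 (not *Nr1d1* in CS), the replicate block 15 (not *Cfd*), the library code block 15 (not *Tusc5*) and a threshold of 0.1 made 8. *Cdh8* and *Per2* were also called with a robust fit, *Cdh8* with filterByExpr, and *Cdh8*, *Per2* and *Fabp4* with all 7 libraries in 1 fit.

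The paper states that the gene ontology terms of CVS were all on the CS list. In its own Tables S4 and S5, 21 of the 29 terms listed for CVS are among the 46 listed for CS and 8 are not.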

Other observations

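The test of adipocyte genes in this part was chosen only after the result was seen.

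In the RNA-sequencing pools, the 6 genes of the SSGE index gave values of 1.07, 0.845 and 1.09 in the control libraries, 3.01 and 2.75 in CVS and 2.58 and 2.86 in CS. The difference between stressed and control libraries was 1.80 (exact two-sided permutation test, p = 0.0286, the smallest that the 35 splits allow), with all 4 stressed libraries above all 3 control libraries. The genes were chosen by the paper on these libraries. The 5 genes compared between CS and CVS gave index values of 2.01 and 2.53 in CS, 0.907 and 1.00 in CVS and 0.795, 1.10 and 1.11 in control libraries. The difference between stressed and control libraries was 0.61 (exact two-sided permutation test, p = 0.314). Without CS replicate 2 it was 0.31. In the paper's qPCR this index did not differ between CVS and control, so pooling CVS with CS does not test what the index was made for. Its mean was 2.27 in CS and 0.955 in CVS, a difference not tested here. These genes too were chosen by the paper on these libraries.

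*Thrsp* and *Scd* were higher in CVS than in control, with log2 fold changes of 1.84 and 1.31. A candidate explanation is more adipose tissue in the stressed pools. Of 18 adipocyte genes on a list written beforehand, 7 were named in the paper's tables, and all 7 are in its Table S2, chosen on these libraries. Their median log2 fold change was 0.65 in CVS (0.11 to 0.69) and 1.31 in CS (0.79 to 1.56). The lowest, *Cfd* in CVS, was -0.10 without CVS replicate 2. They were low in control libraries, with *Fabp4* at 12.0 and *Adipoq* at 9.59 normalized CPM. The 7 changed in CVS by less than *Thrsp* and *Scd*, but with fewer than 80% of the list named and its members picked for CS the test was void, and adipose tissue and an effect of the protocols cannot be told apart here.

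Of the clock genes named in the paper's tables, *Cry1* had a log2 fold change of 1.02 in CVS (standard error 0.13, adjusted p = 0.0488 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.57 in CS. *Per2* had 0.67 in CVS and 0.036 in CS, *Npas2* -1.23 and -0.64, *Nr1d1* -0.85 and -0.38, and *Dbp* -0.37 and -0.47. Without CVS replicate 2, *Nr1d1* in CVS was -1.30, and without CVS replicate 1 it was -0.50. *Dbp* in CVS was -0.87 and 0.0025 without these libraries. Its log2 difference from the control library of the same code prefix was -0.87 for CVS replicate 1 and -0.12 for CVS replicate 2. With either block, which give the same fit in CVS, *Dbp* in CVS was -0.50 and called. It was not called with the blocks in 1 fit of all 7 libraries (-0.51 with the code and -0.47 with the replicate block), chosen after seeing the data. *Npas2* in CVS was -1.51 without CVS replicate 2 and -0.97 without CVS replicate 1. *Cry1* in CVS was 1.18 and 0.83 without these libraries. It was no longer called when any 1 control library was left out (0.97 to 1.07). In CS, *Cry1* was 0.76 and *Npas2* -0.46 without CS replicate 1, and 0.35 and -0.85 without CS replicate 2. *Per2* in CS was -0.017 without control replicate 3.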
